# Soluble OX40L and JAG1 Induce Selective Proliferation of Functional Regulatory T-Cells Independent of canonical TCR signaling

**DOI:** 10.1038/srep39751

**Published:** 2017-01-03

**Authors:** Prabhakaran Kumar, Khaled Alharshawi, Palash Bhattacharya, Alejandra Marinelarena, Christine Haddad, Zuoming Sun, Shigeru Chiba, Alan L. Epstein, Bellur S. Prabhakar

## Abstract

Regulatory T-cells (Tregs) play a pivotal role in maintaining peripheral tolerance. Increasing Treg numbers/functions has been shown to ameliorate autoimmune diseases. However, common Treg expansion approaches use T-Cell Receptor (TCR)-mediated stimulation which also causes proliferation of effector T-cells (Teff). To overcome this limitation, purified patient-specific Tregs are expanded *ex vivo* and transfused. Although promising, this approach is not suitable for routine clinical use. Therefore, an alternative approach to selectively expand functional Tregs *in vivo* is highly desired. We report a novel TCR-independent strategy for the selective proliferation of Foxp3+Tregs (without Teff proliferation), by co-culturing CD4+ T-cells with OX40 L+Jagged(JAG)-1+ bone marrow-derived DCs differentiated with GM-CSF or treating them with soluble OX40 L and JAG1 in the presence of exogenous IL-2. Tregs expanded using soluble OX40 L and JAG1 were of suppressive phenotype and delayed the onset of diabetes in NOD mice. Ligation of OX40 L and JAG1 with their cognate-receptors OX40 and Notch3, preferentially expressed on Tregs but not on Teff cells, was required for selective Treg proliferation. Soluble OX40L-JAG1-induced NF-κB activation as well as IL-2-induced STAT5 activation were essential for the proliferation of Tregs with sustained Foxp3 expression. Altogether, these findings demonstrate the utility of soluble OX40 L and JAG1 to induce TCR-independent Treg proliferation.

Regulatory T-cells (Treg) area specialized subset of T-cells which play pivotal role in suppressing self-reactive effector T-cells (Teff) and thereby help maintain the critical balance between self-tolerance and autoimmunity^1^. Depletion of Foxp3^+^ Tregs in mice leads to multi-organ autoimmunity^2^,^3^. Similarly, patients with IPEX (Immunodysregulation, Polyendocrinopathy, Enteropathy, X-linked syndrome) characterized by mutations in *FOXP3* gene suffer from multiple autoimmune diseases^4^,^5^. Restoration of functional Treg cell numbers can aid in the recovery from various experimental autoimmune diseases such as experimental encephalomyelitis^6^ and type-1 diabetes (T1D)^7^. However, translating these experimental Treg therapies into clinical practice has been challenging. Current Treg expansion protocols involve the use of anti-CD3/CD28 which can also cause concomitant expansion of Tconv/Teff cells thus limiting its utility for *in vivo* application^8^,^9^. To circumvent this limitation, highly purified Tregs are expanded *ex vivo* and then infused back into the patients. This process is cumbersome and requires good manufacturing practice (GMP) facility. Such an approach is also not suitable for routine clinical use. Moreover, *ex vivo* expansion of Tregs by repeated TCR stimulation can lead to CpG methylation within the *Foxp3* gene locus resulting in loss of Foxp3 expression^10^,^11^. Moreover, it is likely that upon adoptive transfer the *ex vivo* expanded Tregs might not only lose their Foxp3 expression, but may morph into a labile/plastic phenotype that produce pro-inflammatory cytokines^12^. Therefore, an alternative approach that can cause selective proliferation of functional Tregs, and not Teff cells, with sustained Foxp3 expression is highly desired.

Tregs differ from Tconv cells in several aspects including their activation, proliferation and function. During the steady state, upon maturation in the thymus, Tregs with self-antigen specific TCRs are positively selected and migrate to the periphery^13^,^14^,^15^. In the periphery they undergo proliferation upon interaction with dendritic cells (DCs) through their TCR^16^,^17^ while receiving survival signal from IL-2^18^,^19^. Tregs constitutively express genes such as *Ctla-4, Cd39* and *Helios*, which are associated with suppressive functions^20^. Furthermore, Tregs can suppress Teff function irrespective of their antigen specificity as well^21^,^22^. Therefore, Tregs expanded by TCR-independent methods can still retain their suppressive functions and will have significant clinical utility.

We and others have previously shown that Foxp3^+^ Treg proliferation, independent of TCR stimulation, can be induced by co-culturing them with a particular subset of dendritic cells (DCs)^23^,^24^,^25^,^26^,^27^,^28^. Bone marrow (BM) precursor cells differentiated in the presence of GM-CSF (G-BMDCs), upon co-culture with CD4^+^ T-cells, caused Treg proliferation mediated through OX40L-JAG1 co-signaling^23^. In the present study, we demonstrate that soluble OX40 L and JAG1 along with IL-2 were sufficient to cause Treg proliferation in the absence of TCR stimulation. Unlike TCR-stimulation approach, OX40L-JAG1 caused selective proliferation of Tregs with little or no proliferation of Teff cells. OX40L-JAG1 expanded Tregs were of a stable-suppressive phenotype and functionally competent. Furthermore, treatment of NOD mice with soluble OX40 L and JAG1 increased Tregs and delayed the onset of hyperglycemia in NOD mice. Using OX40 and Notch3 deficient mice, we showed that this TCR-independent Treg expansion was critically dependent on the signaling mediated through these cognate receptors for OX40 L and JAG1 respectively. Signaling studies revealed that NF-κB activation induced by OX40L-OX40 and JAG1-Notch3 interactions, and STAT5 induced by IL-2, were essential for Treg proliferation with sustained Foxp3 expression. Thus, we report a novel “TCR-independent” strategy for the selective expansion of functional Tregs which could have therapeutic implications in various autoimmune diseases including T1D.

## Results

### G-BMDCs-induced Treg proliferation is mediated through OX40L-JAG1 co-signaling in NOD mice and soluble OX40L-JAG1 are sufficient to cause Treg proliferation in the presence of IL-2

Upon co-culturing total CD4^+^ T-cells with splenic (SpDCs) and G-BMDCs from NOD mice for 5 days, we observed a significant (***p < 0.001) increase in selective Treg proliferation in G-BMDC co-cultures compared to co-cultures with SpDCs (Fig. 1A,B). To determine whether OX40 L and JAG1 co-signaling is involved in this G-BMDCs induced Treg proliferation, we pre-treated G-BMDCs with blocking antibodies against OX40 L, JAG1, neurolpilin and ligand for glucocorticoid-induced TNFR family related protein (GITRL) and then co-cultured with total CD4^+^ T-cells. We observed a significant reduction in Treg proliferation in the presence of blocking antibodies to OX40 L (**p < 0.01) and JAG1 (**p < 0.01) but not GITRL or neuropilin. This underscored the specific involvement of OX40 L and JAG1 signaling in G-BMDCs-induced Treg proliferation from NOD mice (Fig. 1C,D). To confirm the involvement of Notch signaling induced by JAG1, we pre-treated CD4^+^ T-cells with γ-secretase inhibitor (GSI) to inhibit Notch signaling and co-cultured with G-BMDCs. As shown in Fig. S1A, we found a dose-dependent inhibition of Treg proliferation indicating the critical role of Notch signaling. Among the various Notch receptors, Notch3 is preferentially over-expressed on Tregs when compared to Teff cells^29^. Therefore, we sorted for Notch3^−^OX40^−^, Notch3^+^OX40 L^−^, Notch3^−^OX40^+^, Notch3^+^OX40^+^ subsets of CD4^+^CD25^+^ Tregs from NOD mice and co-cultured them with G-BMDCs. The G-BMDC-induced proliferation was maximal in Notch3^+^OX40^+^ Tregs compared to Notch3+OX40- and Notch3-OX40+ Treg subsets (Fig. S1B). Next, we checked whether soluble OX40 L and JAG1 were sufficient to cause proliferation of Tregs. We treated CD4+ T-cells with soluble OX40 L and JAG1 in the presence of IL-2 without any exogenous antigenic stimulation for 3 days. Since we anticipated OX40L-JAG1 treatment not to cause Teff cell activation, exogenous IL-2 was added to maintain Treg survival in *ex vivo* cultures. As shown in Fig. 2C,D, among the different combinations tested OX40L-JAG1-IL-2 treatment caused maximum increase in the percentage of proliferating Tregs (**p < 0.01) followed by OX40L-IL-2 and JAG1-IL-2. Further, CD4+ T-cells treated with IL-2 alone or OX40L-JAG1-IL-2 were stained for proliferation marker Ki67 and percentage of Ki67+ Tregs were found to be more in OX40L-JAG1-IL-2 treated cells compared to IL-2-treated controls (Fig. S2). Taken together, these results showed that soluble OX40 L and JAG1 were sufficient to cause Treg proliferation independent of TCR stimulation in an IL-2 dependent manner.

### Soluble OX40L- JAG1-IL-2 can cause selective proliferation of Tregs independent of TCR stimulation

To validate whether OX40L-JAG1-induced Treg proliferation differs from TCR-stimulation approach, we compared the T-cell proliferation induced by TCR-dependent anti-CD3-CD28 *versus* TCR-independent OX40L-JAG1 stimulation. As shown in Fig. 2A, we observed robust proliferation of Tregs upon both OX40L-JAG1 and anti-CD3/CD28 treatment. However, unlike anti-CD3/CD28 treatment which also induced very strong Teff cell proliferation, OX40L-JAG1 treatment induced selective proliferation of Tregs without significant Teff proliferation. Analyses of activation markers expression showed a significant (***p < 0.001) increase in the percentage of Teff cells expressing CD25, CD44 and CD69 upon treatment with anti-CD3/CD28 compared to control cells (Fig. 2B–D). However, no significant difference was observed between the control and OX40L-JAG1 treated Teff cells. Moreover, Tregs from both OX40L-JAG1 and anti-CD3/CD28 treated cells had increased CD25, CD44 and CD69 expressing cells compared to control cells. These results suggested that soluble OX40L-JAG1 can cause selective proliferation of Tregs, without significantly affecting Teff cell activation and proliferation.

### Soluble OX40L-JAG1 treatment selectively induces Treg proliferation in vivo

To examine whether soluble OX40L-JAG1 can cause *in vivo* proliferation of Tregs, we treated 10 week-old pre-diabetic NOD mice with soluble OX40 L and JAG1 for 3 weeks and analyzed Treg numbers in their spleen, pancreatic and peripheral lymph nodes (LN). We did not treat these mice with exogenous IL-2 as we expected IL-2 required for Treg survival to be available *in vivo*. As shown in Fig. 3A,B, we found significantly increased percentages of Tregs in the spleen (**p < 0.01), pancreatic LNs (**p < 0.01) and peripheral LNs (***p < 0.001) of OX40L-JAG1 treated mice compared to PBS treated control mice. Furthermore, to demonstrate OX40L-JAG1 induced Treg proliferation *in vivo*, we analyzed Ki67 expression in CD4 + Foxp3- (Teff), and CD4 + Foxp3+ (Treg) cells from PBS and OX40L-JAG1 treated mice. As shown in Fig. 3C,D, OX40L-JAG1 treated mice had significantly increased percentage of Ki67+ cells only in Tregs (**p < 0.01) but not in Teff population when compared to PBS treated mice. These results showed that OX40 L and JAG1 can induce preferential proliferation of Tregs both *ex vivo* and *in vivo*. Further, we treated MHC class-II deficient mice with soluble OX40L-JAG1 to determine whether these ligands can increase Tregs *in vivo* in the absence of canonical antigen presentation through MHC class-II. These mice also had reduced CD4+ T-cells and increased number of CD8+Foxp3+ T-cells when compared to wild type mice (data not shown). OX40L-JAG1 treatment significantly increased CD4 + Foxp3 + Tregs (**p < 0.05) and CD4-Foxp3+ T-cells (**p < 0.01) in these mice compared to PBS treated control mice (Fig. 3E,F). These results indicated that soluble OX40L-JAG1 can induce selective proliferation of Tregs *in vivo* independent of canonical antigen presentation to TCR.

### OX40L-JAG1-IL-2 expanded Tregs retain stable-suppressive phenotype and delay the onset of diabetes in NOD mice

Next we examined whether these OX40L-JAG1 expanded Tregs retained their suppressive phenotype and functions. We analyzed the expression of suppressive markers such as CTLA4, CD39, Helios and TIGIT in Tregs from control and OX40L-JAG1 treated mice. As shown in Fig. 4A,B, OX40L-JAG1 expanded Tregs had significantly increased expression of suppressive markers such as CTLA4 (***p < 0.001), Helios (***p < 0.001) and TIGIT (**p < 0.01) when compared to control Tregs. CD39 expression was not significantly different between control and OX40L-JAG1 expanded Tregs. Furthermore, we setup an *ex vivo* suppression assay using control Tregs and OX40L-JAG1 expanded Tregs to confirm the functional competency of OX40L-JAG1-IL-2 expanded Tregs. In line with the phenotypic results, we found OX40L-JAG1 expanded Tregs to efficiently suppress Teff proliferation similar to control Tregs (Fig. 4C,D). Taken together, these results suggested that OX40L-JAG1 could expand functional Tregs without loss of their suppressive phenotype and function.

Next, we treated NOD mice with soluble OX40 L and JAG1 once a week at 10–12 weeks of age and monitored their blood glucose levels. As shown in Fig. 5A, by 27^th^ week 100% of control mice became hyperglycemic, while 40% of OX40 L and JAG1 treated mice were still normoglycemic (*p < 0.05). Additionally, we found significantly higher percentages of Tregs in the spleen of OX40 L and JAG1 treated mice (15.87 ± 0.80) relative to controls (10.67 ± 1.83; *p < 0.05, n = 10) (Fig. 5B). Examination of the pancreatic sections showed that OX40 L and JAG1 treated mice had more number of intact islets and reduced incidence of peri-insulitis (Fig. 5C). Nearly 70% of the islets from control mice showed severe insulitis with only 7.14% exhibiting normal architecture. In contrast, only 30% of the islets from OX40 L and JAG1 treated mice showed heavy infiltration and over 30% of the islets exhibited normal architecture (Fig. 5D). OX40 L and JAG1 treated mice also had higher proportion of insulin secreting islets relative to control mice (Fig. 5E). Further, we stimulated splenocytes from control and OX40L-JAG1 treated mice with PMA-Ionomycin, and analyzed their cytokine expression profile by RT-qPCR. We found reduced expression of Th1 cytokines such as IFN-γ, IL-12α (*p < 0.05), IL-12β (**p < 0.01) and TNF-α (*p < 0.05), and increased expression of Th2 cytokines such as IL-4 (**p < 0.01) and IL-13 (*p < 0.05) in the splenocytes from OX40L-JAG1 treated mice relative to controls (Fig. 5F) upon stimulation. We also noted increased expression of anti-inflammatory cytokine IL-10 (**p < 0.01) and pro-inflammatory cytokine IL-6 (**p < 0.01) in splenocytes from OX40 L and JAG1 treated mice. A recent study has shown that transgenic expression of Notch1 intracellular domain in Treg cells can cause lymphoproliferation, exacerbated Th1 responses and autoimmunity^30^. To see if a similar phenomenon was occurring, we stimulated splenocytes from control and OX40L-JAG1 treated mice with PMA-Ionomycin and stained both Treg and Teff cells for IFN-γ expression. Our results clearly showed that there was no change in the percentage of IFN-γ expressing Teff cells between control and OX40L-JAG1 treated mice, and there was barely any IFN-γ expressing Tregs in both control and OX40L-JAG1 treated mice (Fig. S3).

### Soluble OX40L-JAG1-IL-2 induced Treg proliferation is mediated through activation of OX40, Notch and IL-2R mediated NF-κB and STAT5 signaling pathways

Subsequently, we analyzed for differential mRNA expression between resting and proliferating Treg cells to gain insights into the signaling pathways activated in proliferating Tregs. 

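The RNA came from Tregs, the Foxp3-expressing T-cells that restrain other T-cells, of NOD mice, a strain that develops autoimmune diabetes. According to the sample labels the cells had been co-cultured for 5 days with G-BMDCs, which are dendritic cells grown from bone marrow with GM-CSF. The text of the paper does not name the culture behind the arrays, and it reports them under a heading on Treg proliferation induced by soluble ligands with IL-2. Resting Tregs had kept a fluorescent dye that each cell division dilutes, and proliferating Tregs had diluted it. The methods name this dye as Cell Trace Violet and the labels name CFSE. RNA from 2 samples of each group was hybridised to 1 array each. No source used here says whether samples of a group came from separate cultures, and p-values therefore measure only the spread between these samples, which may be technical.

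The authors' processing notes name RMA, which subtracts background, gives the probe signals of all arrays one distribution and summarises the probes of a set, and the Partek software. The methods describe normalization with housekeeping gene controls and analysis in R. They name a different Affymetrix design from the whole-transcript gene array to which the probe identifiers belong. The deposited values were read as log2 values, the scale of RMA, from those notes and their range, because the table itself states no scale or centring. The median over all probe sets was 6.27 and 6.27 in the resting arrays and 6.00 and 5.97 in the proliferating arrays. Signals spread more widely in the proliferating arrays, with an SD across named genes of 1.43 and 1.44 against 1.13 in each resting array. Of the probe sets, 23521 carried 1 gene name, 1814 carried several and 16010 were unnamed here. Each of the 22180 genes was represented by its probe set of highest mean, a choice that matters for the 56 of 1082 genes with several probe sets whose sets gave opposite calls. Groups were compared with limma's moderated test and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Across genes, which are not independent replicates, Pearson's r was 0.980 and 0.981 within the groups and 0.797 to 0.819 between them. On simulated data with the noise of these arrays, 62% of genes changed by 1 on the log2 scale and 96% of genes changed by 2 were recovered. Only 50 genes were changed by each size there, whereas 60.1% of genes passed the test in the data. The adjusted threshold was therefore stricter in the simulation, and these shares do not give the recovery in the data. The number of arrays limits the precision, and no detection calls were used here, so a low value was not read as absence.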

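Genes of cell division were higher in proliferating Tregs. All 34 measured genes of a mitosis list and 30 of 31 genes of DNA replication rose, with 34 and 30 when adjusted over the list alone, and Ung, named because it was the exception, had a log2 fold change of 0.19 (adjusted p = 0.224). Mki67, which encodes the proliferation antigen Ki-67, rose 4.92-fold, from 6.88 ± 0.08 to 9.18 ± 0.07 (log2 value, SD, n = 2 arrays per group, adjusted p = 1.75e-05 from limma). The survivin gene Birc5 rose 10.0-fold, the mitotic kinase gene Cdk1 8.77-fold and the primase gene Prim1 9.69-fold. The largest increases included Cks2, which encodes a partner of cyclin-dependent kinases, at 19.8-fold, the cytokine gene Il2 at 14.5-fold and the galectin gene Lgals1 at 13.7-fold. The myeloid lectin gene Clec4n and the platelet chemokine gene Pf4 were also among them, at 18.4-fold and 17.2-fold.

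Markers of other blood cells moved with the groups. RNA of such cells among the sorted Tregs stays open as their source, and would change the share of Treg RNA in every comparison of these arrays. All 10 neutrophil markers and all 9 measured B-cell markers were lower in proliferating Tregs (10 and 9 when adjusted over the list alone). The calprotectin gene S100a9 was 40.4-fold higher in resting Tregs, the neutrophil granule gene Camp 35.9-fold and the B-cell complement receptor gene Cr2 11.5-fold. Of 24 dendritic and myeloid markers, 15 were higher in proliferating Tregs, 4 were lower and 5 did not pass the test (15 higher and 4 lower when adjusted over the list alone).

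In all, 5688 of 22180 genes were higher and 7647 lower in proliferating Tregs, of which 2796 and 981 changed by at least 1 on the log2 scale. The counts were 4379 and 3962 without resting replicate 1, 4505 and 4428 without resting replicate 2 and 2781 and 1531 by the methods' t-test with Benjamini-Hochberg adjustment. Cks2 and Prim1 did not pass the methods' paired t-test, and Mki67 did not pass the test after centring on the Cd3 genes. With 1 resting array the spread comes from the proliferating arrays alone, and the lone array is assumed to vary like them. As lists against all other genes, mitosis (camera, adjusted p = 6.44e-18), DNA replication (adjusted p = 6.26e-14), neutrophil (adjusted p = 6.56e-07), B-cell (adjusted p = 1.72e-06) and dendritic and myeloid genes (adjusted p = 5.23e-04) shifted, but each had an adjusted p = 0.134 with an estimated correlation. That estimate rests on 2 residual degrees of freedom and leaves the test little power, so a call lost with it decides little here and below. The balance of calls depends on the centring, the filter and the test, since 42.7% of called genes were higher on the deposited values, 64.3% after median centring, 5.55% after centring on housekeeping genes and 1.54% after centring on the T-cell receptor genes Cd3d, Cd3e and Cd3g, a setting chosen after seeing the data. Without recentring, 64.5% were higher by the methods' t-test with adjustment, 54.8% with dim genes left out, 54.4% by the methods' paired t-test and 52.5% without resting replicate 1. The median log2 fold changes of mitosis, DNA replication and dendritic and myeloid genes were 0.58, 0.0897 and -0.28 after centring on housekeeping genes and -0.0904, -0.58 and -0.95 after centring on the Cd3 genes.

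**Figure D1:**
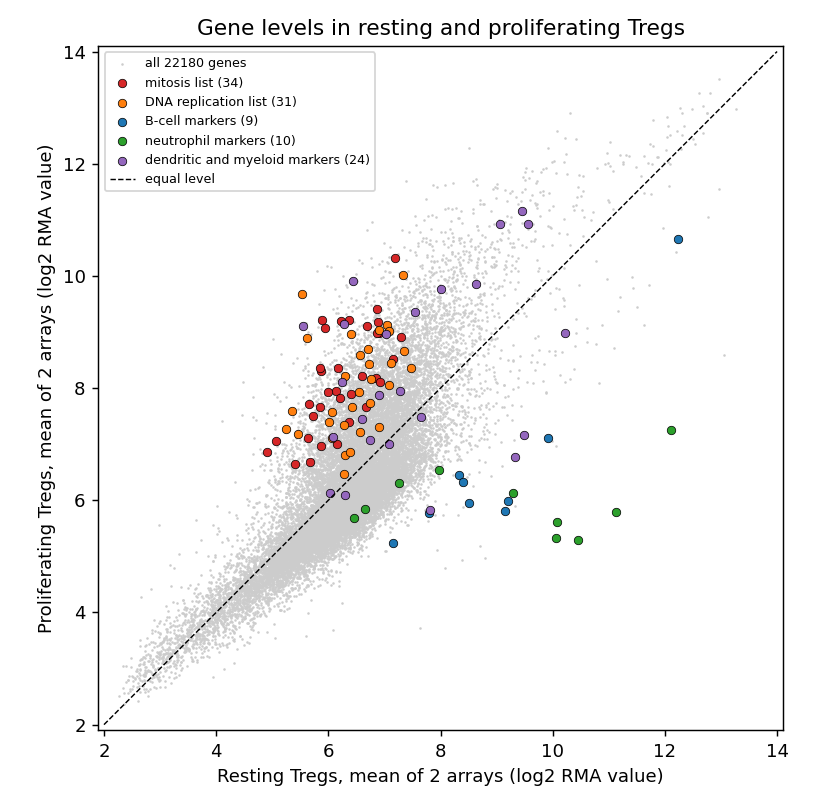
Mean level of each gene on the 2 resting arrays (horizontal axis, log2 RMA value) and the 2 proliferating arrays (vertical axis, log2 RMA value), with 1 point per gene and colours for 5 gene lists. The 34 mitosis genes lie above the line of equal level, and the 10 neutrophil and 9 B-cell markers lie below it.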

As shown in Fig. 6A, proliferating Tregs showed higher levels of expression of Treg functional markers such as *Ctla4, Ikzf2* (Helios), *Ikzf4* (Eos), *Tigit, Entpd1* (CD39), *Foxp3, Gzmb, Icos, Tgfb1* and *themis*; and functional partners of Foxp3 such as *Bcl11b, Bclaf1, Cbfb, Runx1, Yy1, Bax, Cebpz, Cnot3, Gata3, Max, Nacc1* and *Trp53*. Additionally, we noted increased expression of genes associated with OX40 *Tnfrsf4* (OX40), *Bcl10, Prkcq* (PKC-θ); Notch (*Dlgap, Dnajc19, Foxp3, Rbpi*); and IL-2R mediated signaling (*Il-2ra, Il-2rb, Il-2rg* and *Stat5b*) in proliferating Tregs, indicating the importance of signaling through these receptors. Furthermore, we also observed increased expression of NF-κB related genes such as *NF-κB1, NF-κB2, RelA* and *RelB* in proliferating Tregs. 

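All 12 Treg markers of the study were higher in proliferating Tregs, the 10 genes of the text together with Klrg1 and Pdcd1 of Fig. 6A (12 when adjusted over the list alone). Foxp3, the transcription factor that defines the lineage, rose 3.67-fold, from 8.28 ± 0.03 to 10.15 ± 0.00134 (log2 value, SD, n = 2 arrays per group), with an adjusted p = 2.82e-05 from limma. Its rise was 1.60-fold after quantile normalization and 1.49-fold after centring on housekeeping genes, and its log2 fold change was -0.0939 after centring on the Cd3 genes. The co-stimulatory receptor gene Icos rose 5.33-fold (log2 fold change 2.41, standard error 0.13), the granzyme gene Gzmb 4.49-fold and Ikzf2, which encodes Helios, 4.18-fold. Klrg1, Ikzf4 and Themis had log2 fold changes of 1.69, 1.33 and 1.10. All 13 measured partners of Foxp3 rose as well (13 when adjusted over the list alone), by 0.63 to 1.81 on the log2 scale, and 4 further partners were not analysed here. The largest of these changes was in Cdca7l, at 3.50-fold, and Yy1 and Max rose 1.99-fold and 1.91-fold. The study chose both lists on these arrays, so their counts are not independent evidence of the direction. Against all other genes the markers had a camera adjusted p = 5.03e-07 and the partners 1.72e-06, and each an adjusted p = 0.0896 with an estimated correlation. Camera does not match genes on level. The medians of markers and partners lay at percentiles 99.95 and 82.4 of random lists of genes of the same level. The study's choice of genes affects these percentiles too.

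In the same arrays the B-cell receptor gene Cd79a was 10.1-fold higher in resting Tregs (adjusted p = 1.18e-05), and the T-cell receptor gene Cd3d was 5.23-fold higher in proliferating Tregs (adjusted p = 1.36e-05). Centred on housekeeping genes, 5 Treg markers were higher and 2 lower, and 1 partner was higher and 7 lower, while centring on Cd3d, Cd3e and Cd3g left 1 marker and no partner higher and 7 and 12 lower. Over all 22180 genes, 1129 were higher and 19204 lower with the former centring, and 329 and 21009 with the latter. The housekeeping genes themselves had log2 fold changes from 0.22 to 3.52. After quantile normalization 7 partners were higher, and the methods' t-test with Benjamini-Hochberg adjustment called 7 markers and 8 partners, and Gzmb and Cdca7l passed neither it nor the methods' paired t-test.

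**Figure D2:**
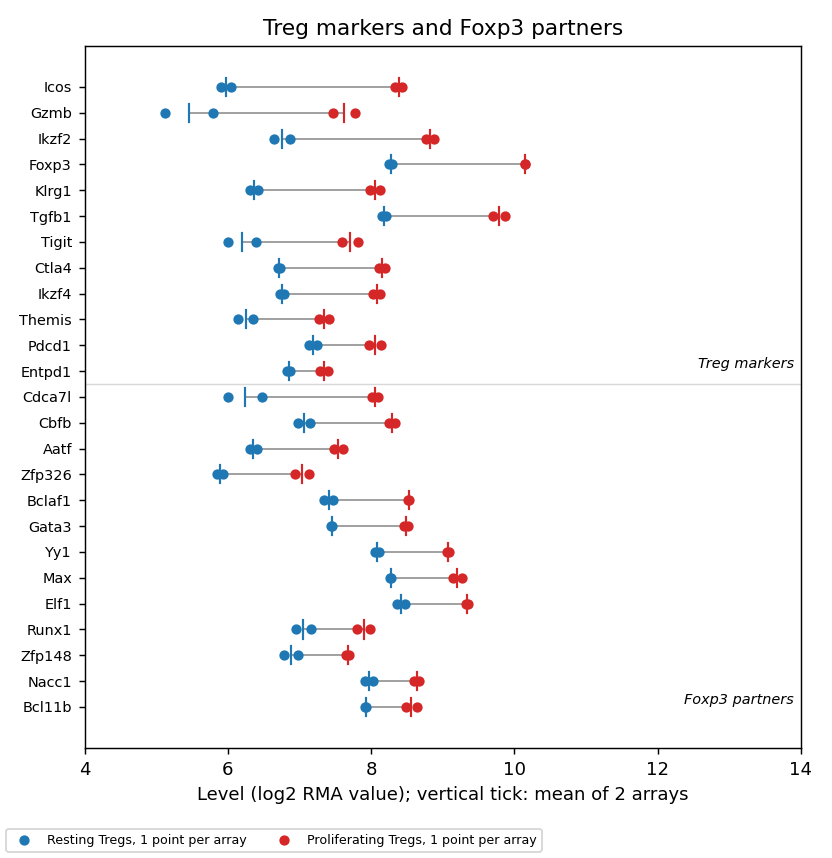
Level of 12 Treg markers and 13 Foxp3 partners (horizontal axis, log2 RMA value), with 1 point per array, a vertical tick at the mean of each group and a line joining the 2 means. For each gene both proliferating arrays lie above both resting arrays, on the values as deposited.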

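Tnfrsf4, which encodes OX40, rose 12.3-fold in proliferating Tregs, from 7.74 ± 0.09 to 11.37 ± 0.05 (log2 value, SD, n = 2 arrays per group, adjusted p = 7.67e-06 from limma). Prkcq, the gene of PKC-θ, rose 2.46-fold and the adaptor gene Bcl10 1.95-fold, so that 3 of 3 OX40 genes passed the test (3 when adjusted over the list alone). All 7 measured genes of IL-2R signaling were higher (7 when adjusted over the list alone). The receptor chain genes Il2ra (CD25) and Il2rb rose 7.95-fold and 5.92-fold, and Stat5b rose 1.46-fold (log2 fold change 0.54, standard error 0.13, adjusted p = 0.00933). For Il2ra the rise was 3.63-fold after quantile normalization and 3.23-fold after centring on housekeeping genes. Socs2 and Socs1, inhibitors of cytokine signaling that STAT5 induces, rose 19.5-fold and 6.42-fold, although the other probe set of Socs2 gave a log2 fold change of 0.80.

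Of the Notch genes, Rbpj, the DNA-binding partner of the Notch intracellular domain, rose 2.24-fold, Dlgap5 rose 2.51-fold and Nras rose by 1.07 on the log2 scale. Dlgap5 encodes a protein of the mitotic spindle and was also on the mitosis list, and Nras encodes a GTPase of many growth factor pathways. With Foxp3, 4 of 4 measured Notch genes were higher (4 when adjusted over the list alone). 1 further Notch gene and 1 further IL-2R gene were not analysed here. These 3 lists were chosen on these arrays by the study and are not independent evidence of the direction. Camera gave an adjusted p = 0.00348 for the OX40, 4.43e-05 for the IL-2R and 0.00176 for the Notch genes, against adjusted p = 0.109, 0.0896 and 0.109 with an estimated correlation. In that order, the medians lay at percentiles 58.2, 99.99 and 68.8 of random lists of genes of the same level. The OX40 and Notch lists were thus not set apart from genes of their level. The neutrophil gene S100a8 was 29.0-fold higher in resting Tregs (adjusted p = 7.67e-06), and Cd3g was 4.13-fold higher in proliferating Tregs (adjusted p = 2.51e-05). Centred on housekeeping genes, 1 OX40, 4 IL-2R and 1 Notch genes were higher and 1, 3 and 0 lower, and centred on the Cd3 genes 1, 4 and 0 were higher and 2, 3 and 3 lower. Of all 22180 genes, these centrings called 1129 and 329 higher and 19204 and 21009 lower. Without resting replicate 2, 4 IL-2R genes passed the test, as did 4 IL-2R and 2 Notch genes after quantile normalization, 4 IL-2R genes by the methods' t-test with Benjamini-Hochberg adjustment and 1 OX40 gene by the methods' paired t-test. Bcl10, Stat5b and Rbpj did not pass after quantile normalization, by the methods' t-test with Benjamini-Hochberg adjustment or by the methods' paired t-test. The paper reads the higher expression of these genes as a sign that signaling through these receptors matters. For OX40, Prkcq, Il2ra and Dlgap it also reports higher expression by RT-qPCR. By flow cytometry it reports more OX40, CD25 and Foxp3 in proliferating Tregs. Its other evidence on these pathways comes from blocking antibodies, mice deficient in OX40 or Notch3, inhibitors and protein phosphorylation.

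**Figure D3:**
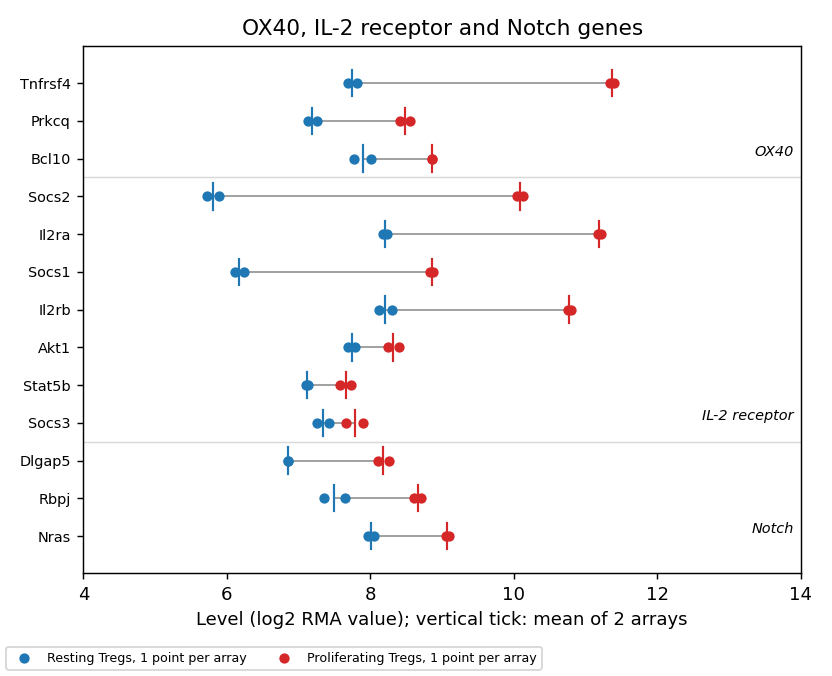
Level of genes of OX40, IL-2 receptor and Notch signaling (horizontal axis, log2 RMA value), with 1 point per array, a vertical tick at the mean of each group and a line joining the 2 means. Foxp3 of the Notch genes is left out, and Tnfrsf4 and Socs2 show the widest gaps, 3.62 and 4.28 on the log2 scale.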

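All 4 measured NF-κB genes were higher in proliferating Tregs (4 when adjusted over the list alone), and 1 further gene of the family was not analysed here. Nfkb2, the precursor gene of the non-canonical pathway, rose 1.84-fold, from 8.06 ± 0.10 to 8.94 ± 0.10 (log2 value, SD, n = 2 arrays per group, adjusted p = 0.00121 from limma). Rela, which encodes p65, and Relb rose 1.70-fold and 1.69-fold (adjusted p = 0.00216 and 0.00244). Nkap, a gene of Fig. 6A named for activating NF-κB, rose 3.03-fold (adjusted p = 4.60e-04). The study selected these genes on the same arrays, so the count is not independent evidence of the direction. As a list they had a camera adjusted p = 0.00629, and an adjusted p = 0.109 with an estimated correlation. Their median lay at percentile 60.2 of random lists of genes of the same level, which does not set them apart from such genes. The B-cell gene Cd79b was 7.00-fold higher in resting Tregs (adjusted p = 1.35e-05). None of these NF-κB genes was higher after centring on housekeeping genes or on the Cd3 genes, and 3 were lower in each case. Those centrings made 19204 and 21009 of all 22180 genes lower. Of the 4, 2 were higher after quantile normalization, and none passed the methods' t-test with Benjamini-Hochberg adjustment or the methods' paired t-test.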

We validated our micro-array results in a candidate gene approach by RT-qPCR analysis and observed significantly elevated expressions of *OX40, Prkcq, Foxp3, Dlgap, Il-2ra* (*Cd25*), *NF-κB1 and NF-κB2* in proliferating Tregs (Fig. 6B). Besides, we analyzed the mean fluorescence intensities of CTLA4, CD39, OX40, CD25 and Foxp3 expression between resting and proliferating Tregs by flow cytometry. As shown in Fig. 6C, consistent with our microarray and RT-qPCR results, proliferating Tregs had increased expression of all these suppressive markers when compared with resting Tregs.

OX40 L has been shown to bind to its only known cognate receptor OX40, constitutively expressed on Tregs^31^. However, JAG1 can bind to multiple receptors such as Notch1, Notch2^32^ and Notch3^33^ of which Notch3 is preferentially up-regulated in Tregs^29^,^34^. Additionally, JAG1 has been characterized as the most abundant and specific ligand for Notch3^33^.Therefore, we hypothesized that loss of either OX40 or Notch3 might negatively affect Treg proliferation induced by OX40 L, JAG1 and IL-2. We treated CD4^+^ T-cells isolated from OX40^−/−^, Notch3^−/−^ and respective wild type C57BL6 and B6129SF1 control mice with soluble OX40 L, JAG1 and IL-2 for 3 days. As shown in Fig. 7A,B, we noted a significantly lower percentage of proliferating Tregs from OX40^−/−^ (***p < 0.001) and Notch3^−/−^ (*p < 0.05) mice compared to their corresponding wild type controls. Further, we treated wild type, OX40^−/−^ and Notch3^−/−^ mice with soluble OX40 L and JAG1 for 3 weeks and analyzed Treg numbers in the spleen. As shown in Fig. 7C–E, we did not observe any significant difference in the total number of splenic Tregs among untreated OX40^−/−^, Notch3^−/−^ and the corresponding wild type control mice. Similarly, basal Foxp3 expression was also not significantly different among OX40^−/−^, Notch3^−/−^ and corresponding wild type control mice (Fig. S4). However, treatment with soluble OX40L-JAG1 caused a significant (***p < 0.001) increase in Treg numbers in both C57BL6/J and B6129SF1/J wild type mice, but not in OX40^−/−^ mice. In OX40L-JAG1 treated Notch3^−/−^ mice there was a significant increase of Tregs compared to PBS-treated Notch3^−/−^ mice (*p < 0.05), but the level of increase was still significantly less than wild type mice treated with OX40L-JAG1 (*p < 0.05 Vs OX40L-JAG1). These results suggested that although expression of OX40 or Notch3 is not required for the development of Tregs or Foxp3 expression in steady state, they are indispensable for optimal Treg proliferation induced by OX40 L and JAG1.

Since our micro array results suggested upregulation of genes associated with NF-kB and STAT5 signaling in proliferating Tregs compared to resting Tregs, we examined their role in TCR independent Treg proliferation. 

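Most measured targets of each pathway, taken as lists written before the data were examined, were higher in proliferating Tregs. Of 21 measured NF-κB target genes, 17 were higher, none was lower and 4 did not pass the test (19 higher when adjusted over the list alone). The apoptosis inhibitor gene Birc2 rose 5.25-fold, the cytokine genes Lta and Tnf 5.09-fold and 4.23-fold, and Nfkbia, which encodes the inhibitor IκBα, 3.08-fold (adjusted p = 5.09e-05 from limma). Of 18 target genes of IL-2 and STAT5, 15 were higher, none was lower and 3 did not pass (15 higher when adjusted over the list alone). Cish, a feedback inhibitor of cytokine receptors, rose 11.5-fold, from 7.54 ± 0.03 to 11.06 ± 0.01 (log2 value, SD, n = 2 arrays per group), although its other probe set gave a log2 fold change of 1.65. The cyclin gene Ccnd2 rose 10.2-fold.

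The study itself names 2 of the measured NF-κB targets and 6 of the STAT5 targets. Against all other genes both lists shifted upward (camera, adjusted p = 3.12e-07 for NF-κB and 1.38e-08 for STAT5 targets), but with an estimated correlation each had an adjusted p = 0.134. Among random lists of genes of the same level, the median of the STAT5 targets (1.77) lay at percentile 99.95 and that of the NF-κB targets (0.77) at percentile 62.0. The neutrophil granule gene Ngp was 26.5-fold higher in resting Tregs (adjusted p = 6.67e-06), and the T-cell adhesion gene Cd2 was 6.54-fold higher in proliferating Tregs (adjusted p = 1.15e-05). The median log2 fold changes of the NF-κB and STAT5 targets were -0.53 and 0.47 when centred on housekeeping genes, and -1.20 and -0.20 when centred on the Cd3 genes. In the latter setting Nfkbia was at -0.35, and Tnf did not pass the test there or by the methods' paired t-test.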

As shown in Fig. 8A, OX40 L, JAG1 and IL-2-induced Treg proliferation was significantly blocked by NF-κB and STAT5 inhibitors, but not by MEK inhibitor. Next, we investigated whether NF-κB and STAT5 signaling pathways were involved in the regulation of Foxp3 expression using RT-qPCR (Fig. 8B) and Western blot (Fig. 8C). While OX40 L, JAG1 and IL-2-induced Foxp3 expression was significantly down regulated in the presence of NF-κB inhibitor, whereas it was only moderately inhibited in the presence of a STAT5 inhibitor at 24 h.

Next, we carried out a time course analysis to determine the effect of OX40 L, JAG1 and IL-2 on Foxp3 expression, and NF-κBp65 and STAT5 activation. We observed a significant increase in Foxp3 expression at 24 h (*p < 0.05) which was sustained up to 120 h (Fig. 8D). While phospo-NF-κBp65 levels were maximal at 24 h (**p < 0.01) (Fig. 8E), STAT5 phosphorylation was maximum at 72 h (***p < 0.001, **p < 0.01) (Fig. 8F). Thus, it appears that Foxp3 expression was initially induced by NF-κBp65 phosphorylation and later sustained by STAT5 activation. Next, we treated CD4^+^ T-cells with different combinations of OX40 L, JAG1 and IL-2 and analyzed for Foxp3 expression, and NF-κBp65 and/or STAT5 activation. A combination of OX40 L, JAG1 and IL-2 caused maximum Foxp3 expression (**p < 0.01), followed by the combinations of OX40L-IL-2, JAG1-IL-2 and OX40L-JAG1 (Fig. 8G). Intriguingly, a significant increase in NF-κBp65 activation was observed only upon OX40 L co-treatment with JAG1 (**p < 0.01) or IL-2 or both (***p < 0.001) (Fig. 8H). Similarly, we observed impaired activation of NF-κBp65, in OX40^−/−^ CD4^+^T-cells upon OX40L-JAG1-IL-2 treatment while STAT5 activation remained unaffected (Fig. S5). Altogether, these results suggested that Treg proliferation might involve upstream signaling through OX40, Notch3 and IL-2R receptors followed by the activation of downstream NF-κB and STAT5 signaling pathways.

## Discussion

Growing body of evidence demonstrates the protective role for Foxp3+Tregs in various autoimmune diseases^6^,^7^,^35^. However, translation of Treg cell therapy to clinical settings is impeded by several limitations. One of these limitations is the inability of TCR-dependent approaches to cause selective *in vivo* expansion of Tregs^10^. Unlike stimulation with anti-CD3/CD28 which activated both Tregs and Teff cells, stimulation with OX40L-JAG1 caused selective proliferation of Tregs without activating Teffs as evidenced by no significant change in the expression of activation markers such as CD25, CD44 and CD69 on Teff cells. 

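Gata3, a transcription factor of T helper type 2 cells, was 2.04-fold higher in proliferating than in resting Tregs, at 8.48 ± 0.04 against 7.45 ± 0.01 (log2 value, SD, n = 2 arrays per group, adjusted p = 4.16e-04 from limma). Its other probe set gave a log2 fold change of 0.34 and did not pass the test (adjusted p = 0.0891). Runx1 and Cbfb, the subunits of the core binding factor, rose 1.79-fold and 2.34-fold (log2 fold changes 0.84 and 1.23, standard errors 0.14 and 0.13). Bcl11b, a zinc finger factor of T-cell commitment, rose 1.55-fold (log2 fold change 0.63, adjusted p = 0.00479). The B-cell gene Ms4a1, which encodes CD20, was 9.28-fold higher in resting Tregs (adjusted p = 9.33e-06), and Cd3e was 2.78-fold higher in proliferating Tregs (adjusted p = 9.55e-05). Centred on housekeeping genes, Gata3, Cbfb, Runx1 and Bcl11b had log2 fold changes of -0.27, -0.0722, -0.46 and -0.67, the latter pair past the test, and centred on the Cd3 genes all of them were lower, at -0.94, -0.74, -1.13 and -1.34. After quantile normalization Bcl11b was at -0.27 and Gata3 did not pass the test, and Runx1 and Bcl11b did not pass the methods' t-test with Benjamini-Hochberg adjustment, nor Bcl11b the methods' paired t-test.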

Differential gene expression analysis between resting vs proliferating Tregs showed up-regulation of expression of *Foxp3* and its functional partners *Gata3, Runx1, Cnot3, Cbfb, Cebpz* and *Bcl11b* in proliferating Tregs. These molecules are known to increase the functional fitness of Tregs. For example, expression of Gata3 by Tregs is essential for their migration towards the site of inflammation and to sustain Foxp3 expression under inflammatory conditions^36^. Runx and CBF-β complex have been shown to directly bind to Foxp3 promoter and increase its transcription^37^. Similarly, transcription factor Bcl11b can bind to both Foxp3 and IL-10 promoters, and regulate their expression and help confer Treg mediated protection against IBD^38^. Besides, we observed up-regulation of *Ctla-4, Helios, Tigit, Icos, Cd39, Pdcd1* and *Tgf-β1*, all of which are suppressive and stable phenotypic markers of Tregs. 

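Among these markers, Ctla4, which encodes an inhibitory receptor for B7 ligands, rose 2.72-fold in proliferating Tregs, from 6.71 ± 0.03 to 8.16 ± 0.06 (log2 value, SD, n = 2 arrays per group, adjusted p = 8.81e-05 from limma). Tigit and Tgfb1 rose 2.84-fold and 3.03-fold (adjusted p = 3.12e-04 and 6.79e-05). The changes in Pdcd1, the gene of PD-1, and Entpd1, the gene of the ectonucleotidase CD39, were smaller, at 1.82-fold and 1.41-fold (adjusted p = 0.00136 and 0.0122). Of 25 measured genes of effector Tregs, a list written before the data were examined, 19 were higher, none was lower and 6 did not pass the test (19 higher when adjusted over the list alone). They included the TNF receptor family genes Tnfrsf9 (4-1BB) and Tnfrsf18 (GITR), at 7.71-fold and 6.97-fold, and Ebi3, a subunit gene of IL-35, at 5.00-fold, with a log2 fold change of 2.32 against 1.31 by its other probe set.

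The study names 2 of the measured effector genes. That list shifted upward against all other genes (camera, adjusted p = 2.70e-08), with an adjusted p = 0.134 with an estimated correlation. The B-cell gene Cd22 was 5.85-fold higher in resting Tregs (adjusted p = 2.98e-05), and the dendritic cell chemokine gene Ccl17 was 11.8-fold higher in proliferating Tregs (adjusted p = 7.67e-06). Centred on housekeeping genes, the effector list had a median log2 fold change of -0.16 against 1.14 as deposited, and Pdcd1 and Entpd1 were lower in proliferating Tregs, with -0.44 and -0.81, while centred on the Cd3 genes the list had a median of -0.83, and Ctla4, Tigit and Tgfb1 were lower too, at -0.53, -0.46 and -0.37. Ctla4, Tigit and Tgfb1 did not pass the test after centring on housekeeping genes, nor Tigit by the methods' t-test with Benjamini-Hochberg adjustment. Entpd1 did not pass without resting replicate 1 or without resting replicate 2, and neither Entpd1 nor Pdcd1 passed after quantile normalization or by either of the methods' t-tests, adjusted or paired.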

Further, *in vivo* treatment of NOD mice with soluble OX40 L and JAG1 resulted in a significant increase of Tregs. We also found increased expression of suppressive markers such as CTLA-4, Helios and TIGIT in Tregs expanded by *in vivo* treatment with OX40L-JAG1. CD39 expression was comparable between control and OX40L-JAG1 expanded Tregs. CTLA-4 is one of the most widely accepted mediators of Treg suppressive functions^35^. CD39, an ectonucleotidase that can hydrolyze ATP, is considered as a stability marker for Tregs and CD39^+^Foxp3^+^ Tregs have been shown to suppress both Th1 and Th17 cells^39^. TIGIT is another Treg cell specific co-inhibitory molecule. TIGIT^+^ subset of Tregs have been shown to predominantly inhibit Th1 and Th17 cells without affecting Th2 cells^40^. Helios, an Ikoras transcription factor family member, has also been reported to be associated with Treg functions^41^ and suppression of autoimmune diabetes^42^. Increased expression of these suppressive markers in OX40L-JAG1 expanded Tregs could help sustain their suppressive functions. Besides, we also confirmed the functional competency of these expanded Tregs in *ex vivo* suppressive assays.

Intriguingly, treatment of NOD mice with either OX40 L or JAG1 alone failed to significantly alter the course of diabetes (data not shown). We and others have observed that treatment of 6-week old NOD mice with either OX40 L or an anti-OX40 agonistic antibody (OX86) can increase CD4^+^CD25^+^Foxp3^+^Treg cells and protect NOD mice from developing diabetes^43^,^44^. However, treating 12-week old NOD mice with OX40 L accelerated diabetes development likely due to an increased pro-inflammatory environment associated with aging in these mice^44^. Thus, the outcome of treatment with OX40 L alone appears to be age-dependent in NOD mice. In contrast, co-treatment of 10–12-week old NOD mice with OX40 L and JAG1 significantly increased functional Treg numbers and delayed the onset of diabetes. These results indicated a critical requirement for co-signaling induced by OX40 L and JAG1 to increase and sustain functionally competent Tregs. It should be noted that we treated mice with OX40L-JAG1 once a week for only three weeks near the time of diabetes onset. However, repeated follow-up treatments might yield better results. Additionally, IL-2 deficiency in older NOD mice might have also led to poor survival of expanded Tregs^45^ and thus supplementation with IL-2 might have also increased the longevity of expanded Tregs. Interestingly, splenocytes from OX40 L and JAG1 treated mice upon PMA-Ionomycin stimulation showed reduced expression of inflammatory cytokines i.e. IFN-γ, IL-12α, IL-12β and TNF-α and increased expression of anti-inflammatory cytokines such as IL-10, IL-4 and IL-13 relative to controls. Previous reports have demonstrated the protective effects of anti-inflammatory cytokines such as IL-4, IL-10 and IL-13 in autoimmune diabetes^46^,^47^,^48^. Together, these results suggested that OX40 L and JAG1 co-treatment might have restored the balance between anti- and pro-inflammatory cytokines, and created a favorable cytokine milieu in which Tregs could proliferate and retain their suppressive functions. This notion is further evident from the reduced incidence of severe insulitis and preservation of more numbers of intact insulin secreting islets in OX40 L and JAG1 treated mice. However, further studies are required to optimize the therapeutic efficacy of this treatment.

In general, signaling required for Treg proliferation is primarily understood in the context of TCR stimulation. Previously, it has been reported that engagement of TCR with anti-CD3/CD28 can induce ZAP70, PI3K, Akt and MAPK signaling and activation of transcription factors NFAT, c-Jun, NF-κB and AP1^49^. However, the signaling that drives TCR-independent Treg proliferation is not well defined. Interestingly, while OX40L-JAG1-IL-2 induced Treg proliferation was significantly abrogated in OX40^−/−^ and Notch3^−/−^ mice, Treg proliferation induced by TCR stimulation remained unaffected in these mice (data not shown). Additionally, differential gene expression analysis revealed selective activation of genes associated with OX40, Notch and IL-2R receptor signaling in proliferating Tregs. Collectively, these results showed that the ligation of OX40 L and JAG1 with their cognate receptors OX40 and Notch3 are the major upstream events regulating this TCR-independent Treg proliferation.

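The receptor pathways were also examined with wider lists, which include some genes that the study names. Of 22 measured genes of Notch receptors and their core pathway, 6 were higher in proliferating Tregs, 7 were lower and 9 did not pass the test (6 higher and 7 lower when adjusted over the list alone). Rbpj, which the study names, was among those higher. Over all 22180 genes, 25.6% were higher and 34.5% lower, so these counts alone do not set the list apart. Its median log2 fold change of 0.11 lay at percentile 46.2 of random lists of genes of the same level. Notch3 was 1.67-fold higher in resting Tregs, at 6.79 ± 0.09 against 6.06 ± 0.13 (log2 value, SD, n = 2 arrays per group, adjusted p = 0.00295 from limma), and Notch4 was 1.94-fold higher there. Lower calls were common at the level of Notch3. When genes were split by mean level into groups of 5545, the groups with median levels of 6.03 and 6.65 had 2857 and 2279 genes lower. They had 568 and 1376 higher, whereas the brightest group had 850 lower and 3425 higher. The direction of Notch3 alone therefore does not set it apart from other genes of its level. Notch1 and Notch2 had log2 fold changes of -0.02 and -0.14 (adjusted p = 0.894 and 0.388). Psenen, a subunit gene of γ-secretase, rose 2.93-fold. Of 11 canonical Notch target genes, Myc alone was higher, at 1.85-fold, 6 were lower (8 when adjusted over the list alone) and 4 did not pass. Dtx1, a regulator of Notch, was 3.75-fold higher in resting Tregs, and Heyl had a log2 fold change of -1.07 (adjusted p = 9.50e-04). Hes5 was 1.86-fold higher there by one probe set, and its other had a log2 fold change of 0.03 (adjusted p = 0.877).

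Of 8 measured members of the OX40 signalosome, 3 were higher (3 when adjusted over the list alone), and these were also named by the study. The others, named here after their values were seen, did not pass the test, with log2 fold changes of 0.02 for Traf2, -0.31 for Traf5, -0.11 for Malt1, 0.05 for Ikbkb and -0.24 for Ikbkg. Of 11 T-cell genes listed for the TNF receptor family, to which OX40 belongs, 9 were higher (9 when adjusted over the list alone). Among them were Tnfrsf4, which the study names, and the death receptor gene Fas at 9.74-fold. Cd40lg, also counted among the 9, encodes a ligand and not a receptor, and is named only for that reason. The ligand gene Tnfsf4 had a log2 fold change of 0.60 (adjusted p = 0.0187) and Jag1 one of -1.01 (adjusted p = 0.00166).

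Against all other genes, the TNF receptor family shifted upward (camera, adjusted p = 5.02e-05, and adjusted p = 0.134 with an estimated correlation). The Notch pathway (adjusted p = 0.654), the Notch targets (adjusted p = 0.0541) and the signalosome (adjusted p = 0.165) did not pass camera, and had an adjusted p = 0.730, 0.215 and 0.313 with an estimated correlation. The medians of the TNF receptor family, the Notch targets and the signalosome lay at percentiles 97.3, 10.9 and 9.59 of random lists of genes of the same level. Without an estimated correlation, the Notch targets passed camera as lower with quantile normalization (adjusted p = 0.0124), dim genes left out (adjusted p = 0.0343), median centring (adjusted p = 0.0458) and a trended and robust prior (adjusted p = 0.0476). The B-cell kinase gene Blk was 4.24-fold higher in resting Tregs (adjusted p = 2.08e-05), and the myeloid lectin gene Clec7a was 7.27-fold higher in proliferating Tregs (adjusted p = 1.25e-05). Centred on housekeeping genes, the TNF receptor family had a median of -0.0552, Myc was at -0.41 and Tnfsf4 at -0.70 on the log2 scale, and centred on the Cd3 genes the family had a median of -0.72, Psenen was at -0.42, Myc at -1.08 and Tnfsf4 at -1.37. Notch3, Notch4, Heyl, Myc, Psenen, Tnfsf4 and Jag1 did not pass the methods' t-test with Benjamini-Hochberg adjustment or the methods' paired t-test, Tnfsf4 did not without either resting replicate, and after quantile normalization Myc and Psenen did not pass while Notch1, Notch2, Traf5, Traf2 (-0.61) and Ikbkb (-0.65) were lower.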

The relevance of OX40 L induced signaling in Treg expansion and function has remained elusive. OX40 expression has been shown to be essential for Treg migration to inflamed sites^50^,^51^,^52^. While OX40L-OX40 stimulation can cause Treg proliferation, it could also adversely affect Foxp3 expression and Treg suppressive functions depending upon the local cytokine milieu^53^,^54^. During TCR stimulation OX40L-OX40 interaction has been shown to activate PI3K (PI-3-kinase)/PKB (protein kinase B/Akt) and NF-κB1 pathways^55^,^56^. Two members of the TRAF family of proteins such as TRAF2 and TRAF5 have been identified as key adaptor proteins recruited by OX40 to drive NF-kB1 activation^57^. In the absence of TCR stimulation, OX40 has been shown to form a signalosome containing TRAF2, CARMA1, MALT1, BCL10, PKCθ, RIP and IKKα/β/γ to cause NF-kB activation required for T-cell survival^58^. Our results showed that activation of NF-kB by OX40L-OX40 is indispensable for Treg proliferation in the absence of TCR-stimulation. OX40 deficient Tregs showed impaired NF-kB activation as well as proliferation induced by OX40L-JAG1. Several lines of evidence suggest that Notch signaling plays a positive role in Treg homeostasis by increasing Treg numbers in thymus and periphery, and by maintaining Foxp3 expression^34^,^59^,^60^. In particular, Notch3 has been shown to positively regulate nTreg development and Foxp3 expression^34^. It has been shown that Notch3 and canonical NF-κB signaling pathways could co-operatively regulate Foxp3 expression^61^. Hence, JAG1 induced Notch3 signaling, along with transactivation of NF-κB-p65 by OX40 L, could co-operatively regulate Treg proliferation and Foxp3 expression.

The role of IL-2 induced STAT5 signaling in Treg survival and stable Foxp3 expression is well established^62^. Foxp3 promoter has a STAT5 binding site^63^ through which Foxp3 expression is regulated in both human and mouse Tregs^64^. In addition, Foxp3 gene has a T-Cell Specific Demethylated Region (TSDR) in its promoter which can be demethylated through IL-2/STAT5 signaling to sustain Foxp3 expression^65^,^66^. Consistent with these earlier findings, we noted enhanced Foxp3 expression upon addition of IL-2. Thus, enhanced activation of NF-κBp65 by OX40 L and JAG1, and STAT5 signaling by IL-2 likely promoted Treg proliferation with sustained Foxp3 expression in the absence of TCR signaling. However, further studies are needed to fully understand the intricate signaling mechanisms involved in OX40L-JAG1-IL-2 induced Treg proliferation. In summary, our findings demonstrate that OX40L-JAG1 co-signaling can cause selective proliferation of Tregs in a TCR-independent mechanism which will have potential utility in treating autoimmune diseases. This TCR-independent Treg proliferation and Foxp3 expression is critically dependent on NF-kB signaling induced by OX40L-JAG1 and STAT5 signaling induced by IL-2.

## Materials and Methods

### Animals

NOD, C57BL/6 J, B6129SF1/J, OX40 and Notch3 deficient mice were purchased from Jackson Laboratories. MHC class-II deficient mice (ABBN12 (H2-Ab1)) were from Taconic biosciences. Breeding colonies were established and maintained in a pathogen-free facility of the biological resources laboratory (BRL) of the University of Illinois at Chicago (Chicago, IL). All animal experiments were approved and performed in accordance with the guidelines set forth by the Animal Care and Use Committee at University of Illinois at Chicago.

### Isolation of T-cells, and G-BMDCs-T-cells co-cultures

Spleens were excised and single cell suspensions were prepared and over 90% pure total CD4^+^ T-cells and CD4^+^CD25^+^ Tregs were isolated according to the manufacturer’s protocol (Miltenyi Biotech, CA). To derive G-BMDCs, cells isolated from femoral bones were cultured in complete RPMI-1640 containing 10% FBS supplemented with GM-CSF (20 ng/ml) for seven days. From this culture CD11c^+^ G-BMDCs were sorted and co-cultured with Cell-Trace Violet (Life technologies) labeled CD4^+^ T-cells at 1:1 ratio for five days. For TCR stimulation, cells were cultured in anti-CD3 (2 μg/ml) coated plates in the presence of anti-CD28 (2 μg/ml) (eBioscience) and IL-2 (50 IU/ml) for 72 h. In some experiments splenocytes and CD4^+^ T-cells (1 × 10^6^ /ml) were treated with recombinant mOX40 L (5 μg/ml) and mJAG1 (1 μg/ml) and mIL-2 (10 IU/ml) for 24–120 h. For proliferation experiments splenocytes and CD4^+^ T-cells were stained with Cell-Trace violet and then treated with OX40L-JAG1-IL-2.

### RNA Isolation, Micro-array and RT-qPCR analyses

Resting and proliferating Tregs were sorted based on cell trace violet dilution. Total RNA was isolated from these cells by using RNAeasy columns (Qiagen). The cDNA synthesized from total RNA was used for RT-qPCR analysis with Fast SYBR green master mix (Applied Biosystems) and gene specific primers (listed in supplementary table-1) by using AB ViiA7 RT-qPCR instrument (Applied Biosystems). Gene expression values were calculated by comparative ΔCt method after normalization to GAPDH internal control and expressed as fold change over respective controls.

Micro array analysis was performed in duplicate using the Affymetrix GeneChip Mouse Genome 430 2.0 microarray at Center for genomics core facility, University of Illinois at Chicago. Briefly, biotinylated cDNA was synthesized from total RNA using biotinylated dNTPs and allowed to hybridize with microarrays and scanned. Arrays which passed quality control tests were further subjected to gene expression analysis after normalization with housekeeping gene controls. Data were analyzed using the R-package software. Student’s t-test was used to filter differentially expressed genes Micro array has been submitted to NCBI-Gene Expression Omnibus database and publicly available (Accession No. GSE81051).

### Western blot

CD4^+^ T- cells (1 × 10^6^ cells/ml) were treated with soluble OX40 L, JAG1 and IL-2 as mentioned above. In some experiments cells were pre-treated with inhibitors of Notch (GSI-RO4929097, Selleckchem), NF-κB (BAY-11–7082, Sigma-Aldrich) and STAT5 (CAS 285986-31-4, Calbiochem) signaling for 2 h and co-treated with soluble ligands for different time intervals. Cells were washed with PBS, and lysed in Laemmli buffer (Biorad) and resolved in 10% SDS-PAGE gels. Proteins were transferred to PVDF membranes (Biorad), blocked with 5% skimmed milk and incubated with primary anti-mouse Foxp3 (1:1000, e-bioscience), anti-mouse phospho p65 (Ser536) and phospho STAT5 (Tyr694) (1:500, Cell Signaling Technology) antibodies. Blots were then washed, incubated with secondary anti-rabbit IgG-HRP and developed using ECL detection kit (Pierce Scientific). Blots were stripped and re-probed with anti-mouse β-actin-HRP antibody (1:5000; Santacruz Biotechnology), anti-mouse p65 and STAT5 (1:500, Cell Signaling Technology), and developed. Densitometry analysis was done using MyImage Analysis software (Thermo Scientific). Foxp3, pp65 and pSTAT5 signal intensities were normalized to β-actin, total p65 and STAT5 signal intensities and expressed as fold change over respective controls.

### FACS Analysis

For flow cytometry analysis cells were washed with PBS containing 0.5% BSA, either surface stained with anti-CD4-eFluor-780, CD4-FITC (eBioscience), anti-CD25-PE, anti-CTLA4-PE, anti-CD39-PE, anti-Helios-PE, anti-TIGIT-PE or fixed, permeabilized, and stained with anti-, Anti-Ki67-PE, anti-Foxp3-APC and isotype controls antibodies (eBioscience) (1:100) in dark. Samples were analyzed using CyAn ADP Analyzer (Beckman and Coulter) and data analysis was done using Summit v4.3 software.

### Suppression Assay

CD4^+^CD25^+^ Tregs sorted from control and OX40L-JAG1 treated were co-cultured with CFSE-labeled CD4^+^CD25^-^ Teff cells at 1:16, 1:8, 1:4, 1:2 and 1:1 ratios and stimulated with anti-CD3/anti-CD28. Extent of proliferation was measured by cell trace violet dilution and percentage of suppression of Teff cell proliferation was calculated as described previously^29^.

### Cell stimulation and cytokine expression analysis

Splenocytes from PBS and OX40L-JAG1 treated mice were stimulated with 500X cell stimulation cocktail (eBioscience) containing PMA and ionomycin with protein transport inhibitors for 16–24 h. mRNA expression of cytokines such as IFN-γ, IL-12α, IL-12β, TNF-α, IL-4, IL-5, IL-13, IL-10, IL-6 and IL-17 was analyzed by RT-qPCR as described above using primers listed in supplementary table-1.

### Animal experiments

Six week old female NOD mice were divided into two groups each containing13 mice. Mice were injected (i.p) with recombinant OX40 L (200 μg) and JAG1 (200 μg) on weeks 10, 11 and 12. Age and sex matched control mice received PBS. All the reagents used for animal experiments were endotoxin free (<0.1 EU/ml) when tested by using Pierce endotoxin quantification kit (Thermo scientific). Blood glucose levels were monitored weekly from week 9 to 28. On week15, three mice from each group were sacrificed and analyzed for Treg cell numbers. At the end of week 28, all animals were sacrificed and tissue sections of pancreas were subjected to histopathological examination to determine lymphocyte infiltration and β-cell destruction.

### Histopathology and immunohistochemistry

Pancreatic tissues from control and OX40L-JAG1 treated NOD mice were excised and fixed in 10% formalin overnight. Tissues were processed and stained with hematoxylin and eosin. Images captured in Aperio digital image scanner were analyzed with Aperio Image-scope viewer. Insulitis was scored independently by three individuals with the following scoring scheme: 0-no insulitis, 1-peri-islet insulitis, 2-intermediate insulitis, 3-intraislet insulitis, 4 -complete islet insulitis^67^. For immunohistochemistry, sections were stained with anti-Insulin antibody (Abcam, MA), followed by TRITC-conjugated anti-guinea pig IgG Abs (T7153) and DAPI (D9542) purchased from Sigma-Aldrich (St. Louis, MO) and subjected to confocal microscopy (Zeiss Laser Scanning Microscope; LSM 710).

### Statistical analysis

Statistical analyses were performed using Prism GraphPad (V6.0). Data were expressed as Mean ± SEM of multiple experiments. Paired Student’s t-test was used to compare two groups, whereas ANOVA with multiple comparisons was used to compare more than two groups. Differences in the frequency of hyperglycemia were determined by Kaplan-Meier survival analysis using the log-rank test. A p value < 0.05 was considered as significant.

## Additional Information

**How to cite this article**: Kumar, P. *et al*. Soluble OX40L and JAG1 Induce Selective Proliferation of Functional Regulatory T-Cells Independent of canonical TCR signaling. *Sci. Rep.* **7**, 39751; doi: 10.1038/srep39751 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
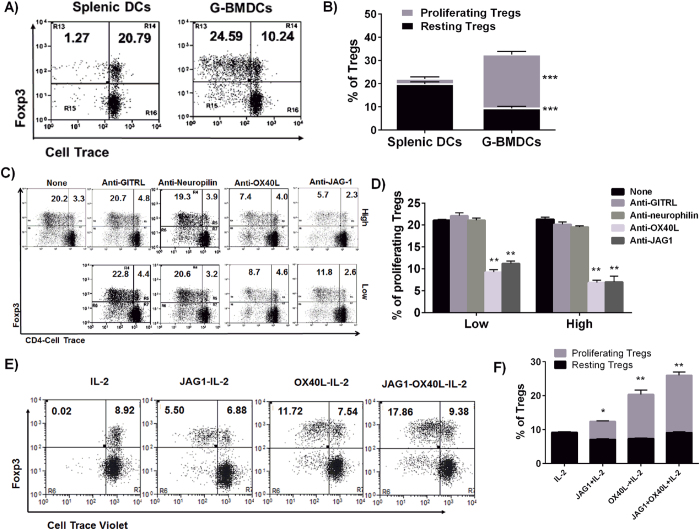
G-BMDC-induced Treg proliferation in NOD mice is mediated through OX40L-JAG1 co-signaling. (**A**) CD4+ T-cells were co-cultured with either splenic DCs or G-BMDCs in 1:1 ratio for 5 days. Extent of Treg proliferation was analyzed by flow cytometry based on cell trace violet dilution. Numbers in upper right and left quadrants indicate percentages of resting and proliferating Treg cells. (**B**) Bar graph showing percentages of resting (Black) and proliferating (Grey) Tregs. Values are expressed as Mean ± SEM (n = 3; ***p < 0.001 Vs splenic DCs). (**C**) G-BMDCs were pretreated with indicated blocking antibodies (High = 10 μgml, Low = 5 μg/ml) for 2 hrs, co-cultured with CD4+ T-cells and extent of Treg cell proliferation was measured by flow cytometry as mentioned for Fig. 1A. (**D**) Bar graph showing effect of blocking antibodies on G-BMDC induced Treg proliferation. Values are expressed as Mean ± SEM (n = 3; **p < 0.01 Vs None).(**E**) CD4+ T-cells were treated with combinations of soluble OX40 L (5 μg/ml), JAG1 (5 μg/ml) and IL-2 (10IU/ml) for 3 days as indicated. Treg proliferation was assayed by flow cytometry based on cell trace violet dilution. (**F**) Bar graph showing percentages of resting and proliferating Tregs from three independent experiments. Values are expressed as Mean ± SEM (n = 3; *p < 0.05, **p < 0.01 Vs IL-2).

**Figure 2:**
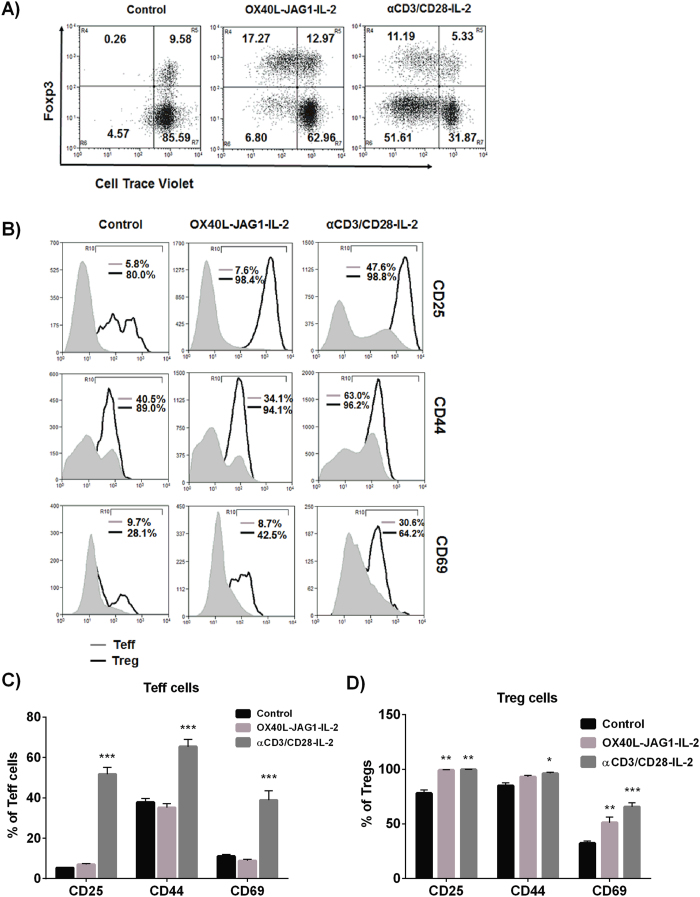
Soluble OX40L-JAG1 can cause selective Treg proliferation independent of TCR stimulation. (**A**) CD4+ T-cells were treated with IL-2 (Control), OX40L-JAG1-IL-2 and anti-CD3/CD28-IL-2 for 3 days. Extent of CD4+Foxp3- (Teff) and CD4+Foxp3+ (Treg) cell proliferation was analyzed by flow cytometry. (**B**) From the above experiments, percentages of CD25, CD44 and CD69 expressing Teff (Grey) and Treg (Black) cells were gated and indicated as numerical. (**C**,**D**) Bar graph showing percentages of Teff cells and Treg cells expressing CD25, CD44 and CD69. Values are expressed as Mean ± SEM (n = 3; *p < 0.05, **p < 0.01, ***p < 0.001 Vs control).

**Figure 3:**
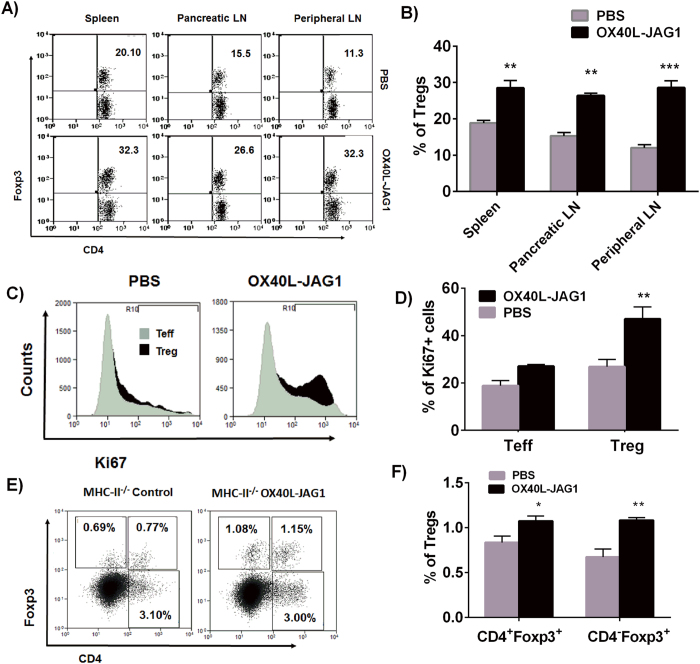
Soluble OX40L-JAG1 can cause Treg proliferation *in vivo*. (**A**) Ten week old NOD mice were treated with either PBS or 100 μg of OX40 L and JAG1 once a week for three weeks. Two weeks later, mice were sacrificed and Treg cell numbers in spleen, pancreatic LNs and peripheral LNs were analyzed. Upper and lower panels show percentages of Tregs in PBS and OX40L-JAG1 treated mice respectively. Numerical in upper right quadrant indicates percentages of Foxp3 Tregs. (**B**) Bar graph showing percentages of Treg in spleen, pancreatic and peripheral lymph nodes of PBS (Grey) and OX40L-JAG1 (Black) treated mice. Values are expressed as Mean ± SEM (n = 3; **p < 0.01, ***p < 0.001 Vs PBS). (**C**) Splenocytes from PBS and OX40L-JAG1 treated mice were stained for CD4, Foxp3 and Ki67 (proliferation marker). Ki67+ cells among CD4+Foxp3- (Grey-Teff) and CD4+Foxp3+ (Black-Treg) cells were gated and shown as histograms. (**D**) Bar graph summarizing results shown in Fig. 3C. Values are expressed as Mean ± SEM (n = 3; **p < 0.01 Vs PBS). (**E**) MHC Class-II^−/−^ mice were treated with either PBS or 100 μg of OX40 L and JAG1 as mentioned above and Treg numbers in spleens were analyzed. Numbers in the quadrants indicate percentages of CD4-Foxp3+, CD4+ Foxp3+ and CD4+Foxp3-T-cells. (**F**) Bar graph showing percentages of above mentioned cell types in spleens of PBS (Grey) and OX40L-JAG1 (Black) treated mice. Values are expressed as Mean ± SEM (n = 3; *p < 0.05, **p < 0.01 Vs PBS).

**Figure 4:**
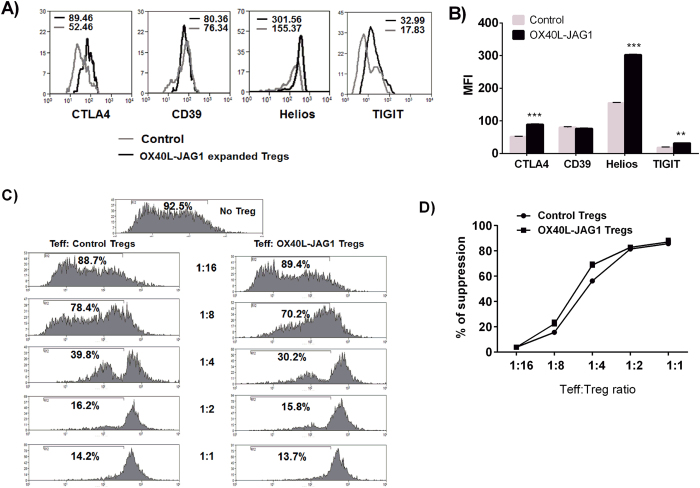
Phenotypic characterization of OX40L-JAG1-IL-2 expanded Treg cells and *in vitro* suppression assay. (**A**) Control (grey) and OX40L-JAG1 (black) expanded Treg cells were analyzed for the expression of Treg suppressive markers such as CTLA4, CD39, Helios and TIGIT and CD25 by FACS analysis. Numerical indicate respective MFI values of CTLA4, CD39, Helios and TIGIT expression in control Vs OX40L-JAG1 expanded Treg cells (n = 3). (**B**) Bar graph summarizing results showin Fig. 7A (Values represent Mean ± SEM, n = 3, **p < 0.01, ***p < 0.001 Vs Control) (**C**) Control and OX40L-JAG1 expanded CD4+CD25+ Treg cells from NOD mice were co-cultured with cell trace violet labeled fresh CD4+CD25- Teff cells at indicated ratios and stimulated with anti-CD3/CD28 for 3 days. Extent of Teff proliferation was measured by flow cytometry. (**D**) Percentage of suppression was calculated as ratio between proliferating Teff cells from Treg:Teff co-cultures to no Treg control. Graph summarizing % of suppression calculated from 4 C (Values represent Mean ± SEM, n = 4).

**Figure 5:**
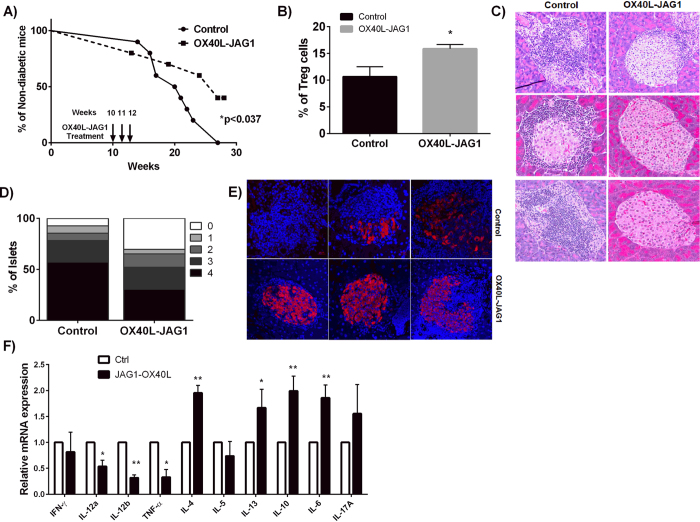
Treatment of NOD mice with OX40L-JAG1 delays onset of diabetes. (**A**) NOD mice were administered with OX40 L and JAG1 once a week for 10–12 weeks. After OX40L-JAG1 treatment blood glucose level was monitored weekly. Kaplan-Meier survival graph shows significantly delayed onset of diabetes in NOD mice upon OX40L-JAG1 treatment (*p < 0.05 Vs PBS-treated). (**B**) Spleens of 28 week old PBS and OX40-JAG1 treated NOD were analyzed for the percentage of CD4+ Foxp3+ Treg cells by flow cytometry. (**B**) Bar graph summarizing % of Tregs in spleens of PBS and OX40L-Jag1 treated mice after 28 weeks. Values are expressed as Mean ± SEM (n = 10, *p < 0.05). (**C**) H & E staining analysis of pancreatic sections from PBS and OX40L-JAG1 treated NOD mice (n = 10).(**D**) Insulitis scoring was done as described in materials & methods with the following scoring scheme: 0-no insulitis, 1-peri-islet insulitis, 2-intermediate insulitis, 3-intraislet insulitis, 4-complete islet insulitis. (**E**) Pancreatic sections were stained for insulin by immunohistochemistry (n = 10). (**F**) Splenocytes from PBS and OX40L-JAG1 treated mice were stimulated with PMA/Ionomycin and mRNA expression of indicated cytokines was analyzed by RT-qPCR. Expression values are expressed as fold induction over stimulated control cells after normalization with GAPDH. (Values represent Mean ± SEM, n = 7, *p < 0.05, **p < 0.01).

**Figure 6:**
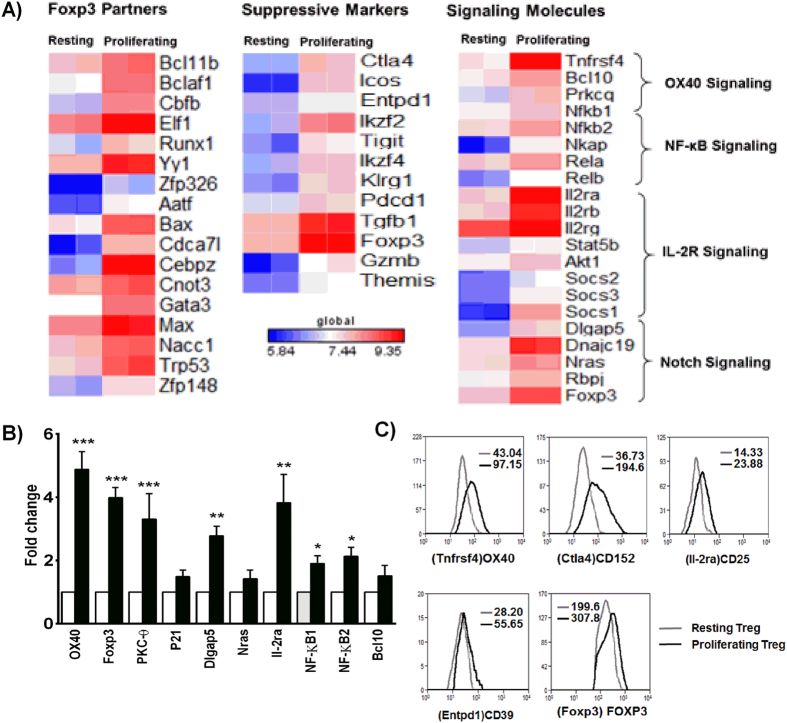
Differential gene expression analysis of resting and proliferating Treg cells. (**A**) Resting and proliferating Treg cells were sorted out based on Cell Trace violet dilution and subjected to microarray analysis to probe the differential gene expression pattern between these cells. Respective heat maps show the significantly altered expression of surface molecules, Treg functional markers, functional partners of Foxp3 and signaling molecules. (**B**) Validation of micro array results in a candidate gene approach by RT-qPCR. Fold induction values over resting Treg cells were expressed as Mean ± SEM (n = 3, *p < 0.05, **p < 0.01, ***p < 0.001 Vs Resting). (**C**) Resting and proliferating Treg cells stained for OX40, CTLA4 (CD152), CD25, CD39 and Foxp3. Respective MFI values of resting (Grey) and proliferating (black) Treg cells are indicated.

**Figure 7:**
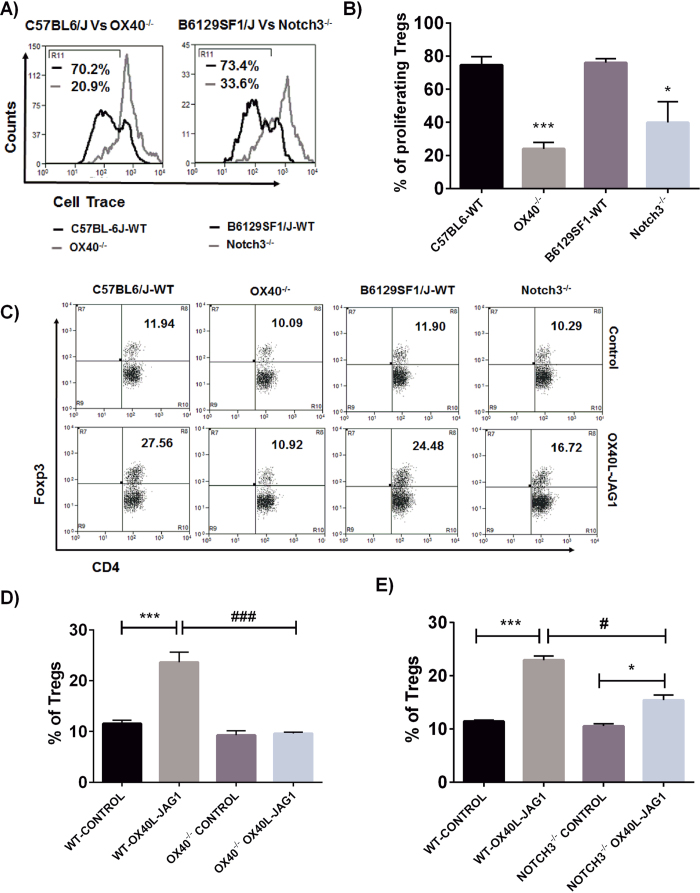
Characterization of OX40L-JAG1 induced Treg proliferation in OX40^−/−^ and Notch3−/− mice. (**A**) Extent of Treg proliferating induced by OX40L-JAG1-IL-2 was compared between C57BL6 wild type (black) Vs OX40−/− mice (grey), and B6129SF1 wild type (black) Vs Notch3−/− (grey) mice. Numerical represent percentages of proliferating Treg cells. (**B**) Bar graph summarizing results shown in (**A**). Values are expressed as Mean ± SEM (n = 3; *p < 0.05, ***p < 0.001 Vs respective wild type controls). (**C**) C57BL6 wild type, OX40^−/−^, B6129SF1 wild type and Notch3^−/−^ mice were treated with soluble OX40 L and JAG1 as mentioned in Fig. 3A. Spleens were analyzed for Treg cell numbers. Upper and lower panels show percentages of Tregs in PBS and OX40L-JAG1 treated mice. Numbers in upper right quadrant indicate percentages of Foxp3 Tregs (n = 3). (**D**,**E**) Bar graphs (**D**,**E**) show percentages of Tregs in C57BL6-WT Vs OX40^−/−^ and B6129SF1-WT Vs Notch3^−/−^ mice treated with either PBS control or OX40L-JAG1 (*p < 0.05, ***p < 0.001 Vs WT-control; ^#^p < 0.05, ^###^p < 0.001 Vs OX40^−/−^ or Notch3^−/−^ OX40L-JAG1).

**Figure 8:**
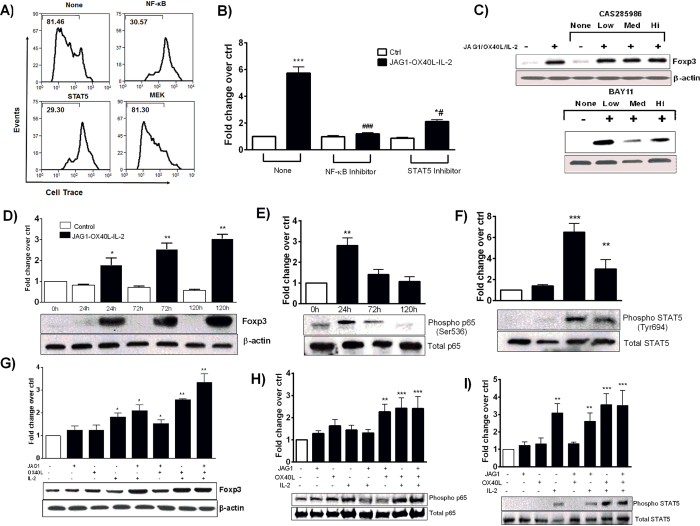
Role of NF-κB and STAT5 signaling pathways in OX40L-JAG1-IL-2 induced Treg proliferation and Foxp3 expression. (**A**) CD4+ T-cells from NOD mice were pre-treated with pharmacological inhibitors of indicated cell signaling pathways and treated with soluble OX40L-JAG1-IL-2. Effect of these pathway inhibitors on Treg cell proliferation was measured by flow cytometry analysis. (**B**) RT-qPCR analysis showing effect of inhibitors of NF-κB and STAT5 signaling pathways on Foxp3 mRNA expression (Values represent Mean ± SEM, n = 3, *p < 0.05, **p < 0.01, ***p < 0.001 Vs control, ^#^p < 0.05, ^##^p < 0.01 Vs None-OX40L-JAG1-IL-2). (**C**) Western blot analysis showing effect of inhibitors of NF-κB and STAT5 signaling pathways on Foxp3 protein expression. Western blot analysis of the time dependent effect of soluble OX40L-JAG1-IL-2 on (**D**) Foxp3 expression, (**E**) NF-κB p65 phosphorylation and (**F**) STAT5 phosphorylation in CD4+ T-cells. Western blot analysis of the effects of permutation combinations of soluble OX40 L, JAG1 and IL-2 on (**G**) Foxp3 expression, (**H**) NF-κB p65 phosphorylation, and (**I**)STAT5 phosphorylation in CD4+ T-cells (Values represent Mean ± SEM, n = 3, *p < 0.05, **p < 0.01, ***p < 0.001 Vs Control).

# Supplementary material for: Soluble OX40L and JAG1 Induce Selective Proliferation of Functional Regulatory T-Cells Independent of canonical TCR signaling
**Source:** Sci Rep. 2017 Jan 3;7:39751. doi: 10.1038/srep39751
**Supplement:** Supplementary Information

**Supplementary Data: Soluble OX40L and JAG1 Induce Selective Proliferation of Functional Regulatory T-Cells Independent of canonical TCR signaling**

Prabhakaran Kumar*, Khaled Alharshawi*, Palash Bhattacharya*, Alejandra Marinelarena*, Christine Haddad*, Zuoming Sun†, Shigeru Chiba‡, Alan L. Epstein§, and Bellur S Prabhakar*

Running Title: TCR–independent Treg proliferation by OX40L-JAG1

**Supplementary Table-1: PCR Primers**

| **Gene** | **Forward Primer (5’ to 3’)** | **Reverse Primer (5’ to 3’)** |
| --- | --- | --- |
| Foxp3 | CGAACATGCGAGTAAACCAATG | CTTTCACCTATGCCACCCTTA |
| GAPDH | GTGGAGTCATACTGGAACATGTA | AATGGTGAAGGTCGGTGTG |
| Notch3 | AGTGCCGATCTGGTACAACTT | CACTACGGGGTTCTCACACA |
| Prkcq | TATCCAACTTTGACTGTGGGACC | CCCTTCCCTTGTTAATGTGGG |
| NF-KB1 | ATGGCAGACGATGATCCCTAC | TGTTGACAGTGGTATTTCTGGTG |
| NF-KB2 | GGCCGGAAAGACCTATCCTACT | CTACAGACACAGCGCACACT |
| Il-2ra | AACCATAGTACCCAGTTGTCGG | TCCTAAGCAACGCATATAGACCA |
| Dlgap5 | GTGTCACGTTTTGCCAGTCG | TCTGTTTCGCTCATACACCCT |
| OX40 | TACCTACCCCAGTGGTCACAA | ACGGATGACATAGAGTATCCCTG |
| Bcl10 | ACCAACAACCTCTCTAGGTGC | CCCTCCGGGTGGGTACATGA |
| IFN-γ | ATGAACGCTACACACTGCATC | CCATCCTTTTGCCAGTTCCTC |
| IL-12α | CCCTTGCCCTCCTAAACCAC | AAGGAACCCTTAGAGTGCTTACT |
| IL-12β | TGGTTTGCCATCGTTTTGCTG | ACAGGTGAGGTTCACTGTTTCT |
| TNF-α | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| IL-4 | GGTCTCAACCCCCAGCTAGT | GCCGATGATCTCTCTCAAGTGAT |
| IL-5 | CTCTGTTGACAAGCAATGAGACG | TCTTCAGTATGTCTAGCCCCTG |
| IL-13 | CCTGGCTCTTGCTTGCCTT | GGTCTTGTGTGATGTTGCTCA |
| IL-6 | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| IL-17 | TTTAACTCCCTTGGCGCAAAA | CTTTCCCTCCGCATTGACAC |

**Figure-S1**

**
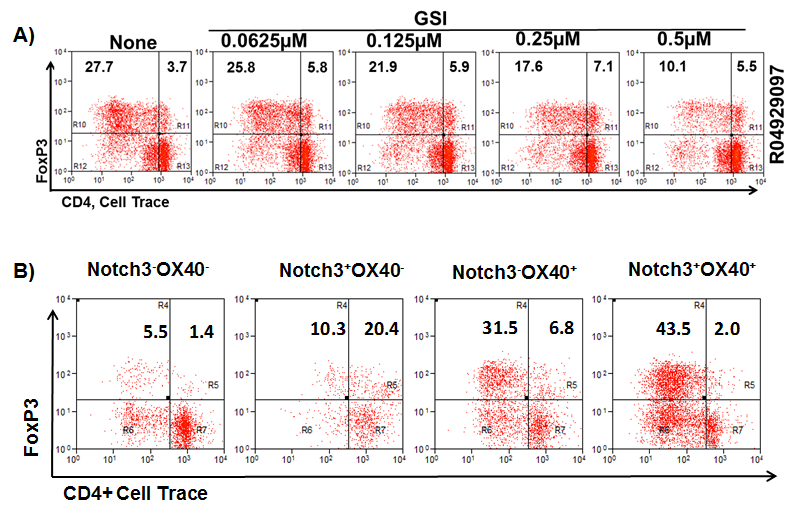
**

**Figure-S2**

**
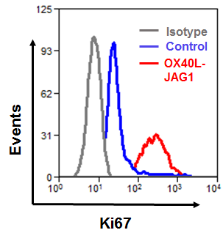
**

**Figure-S3**

**
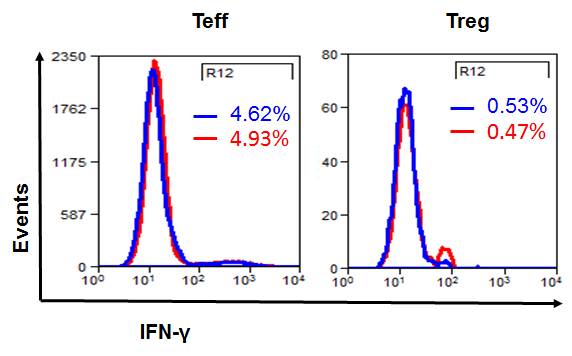
**

**
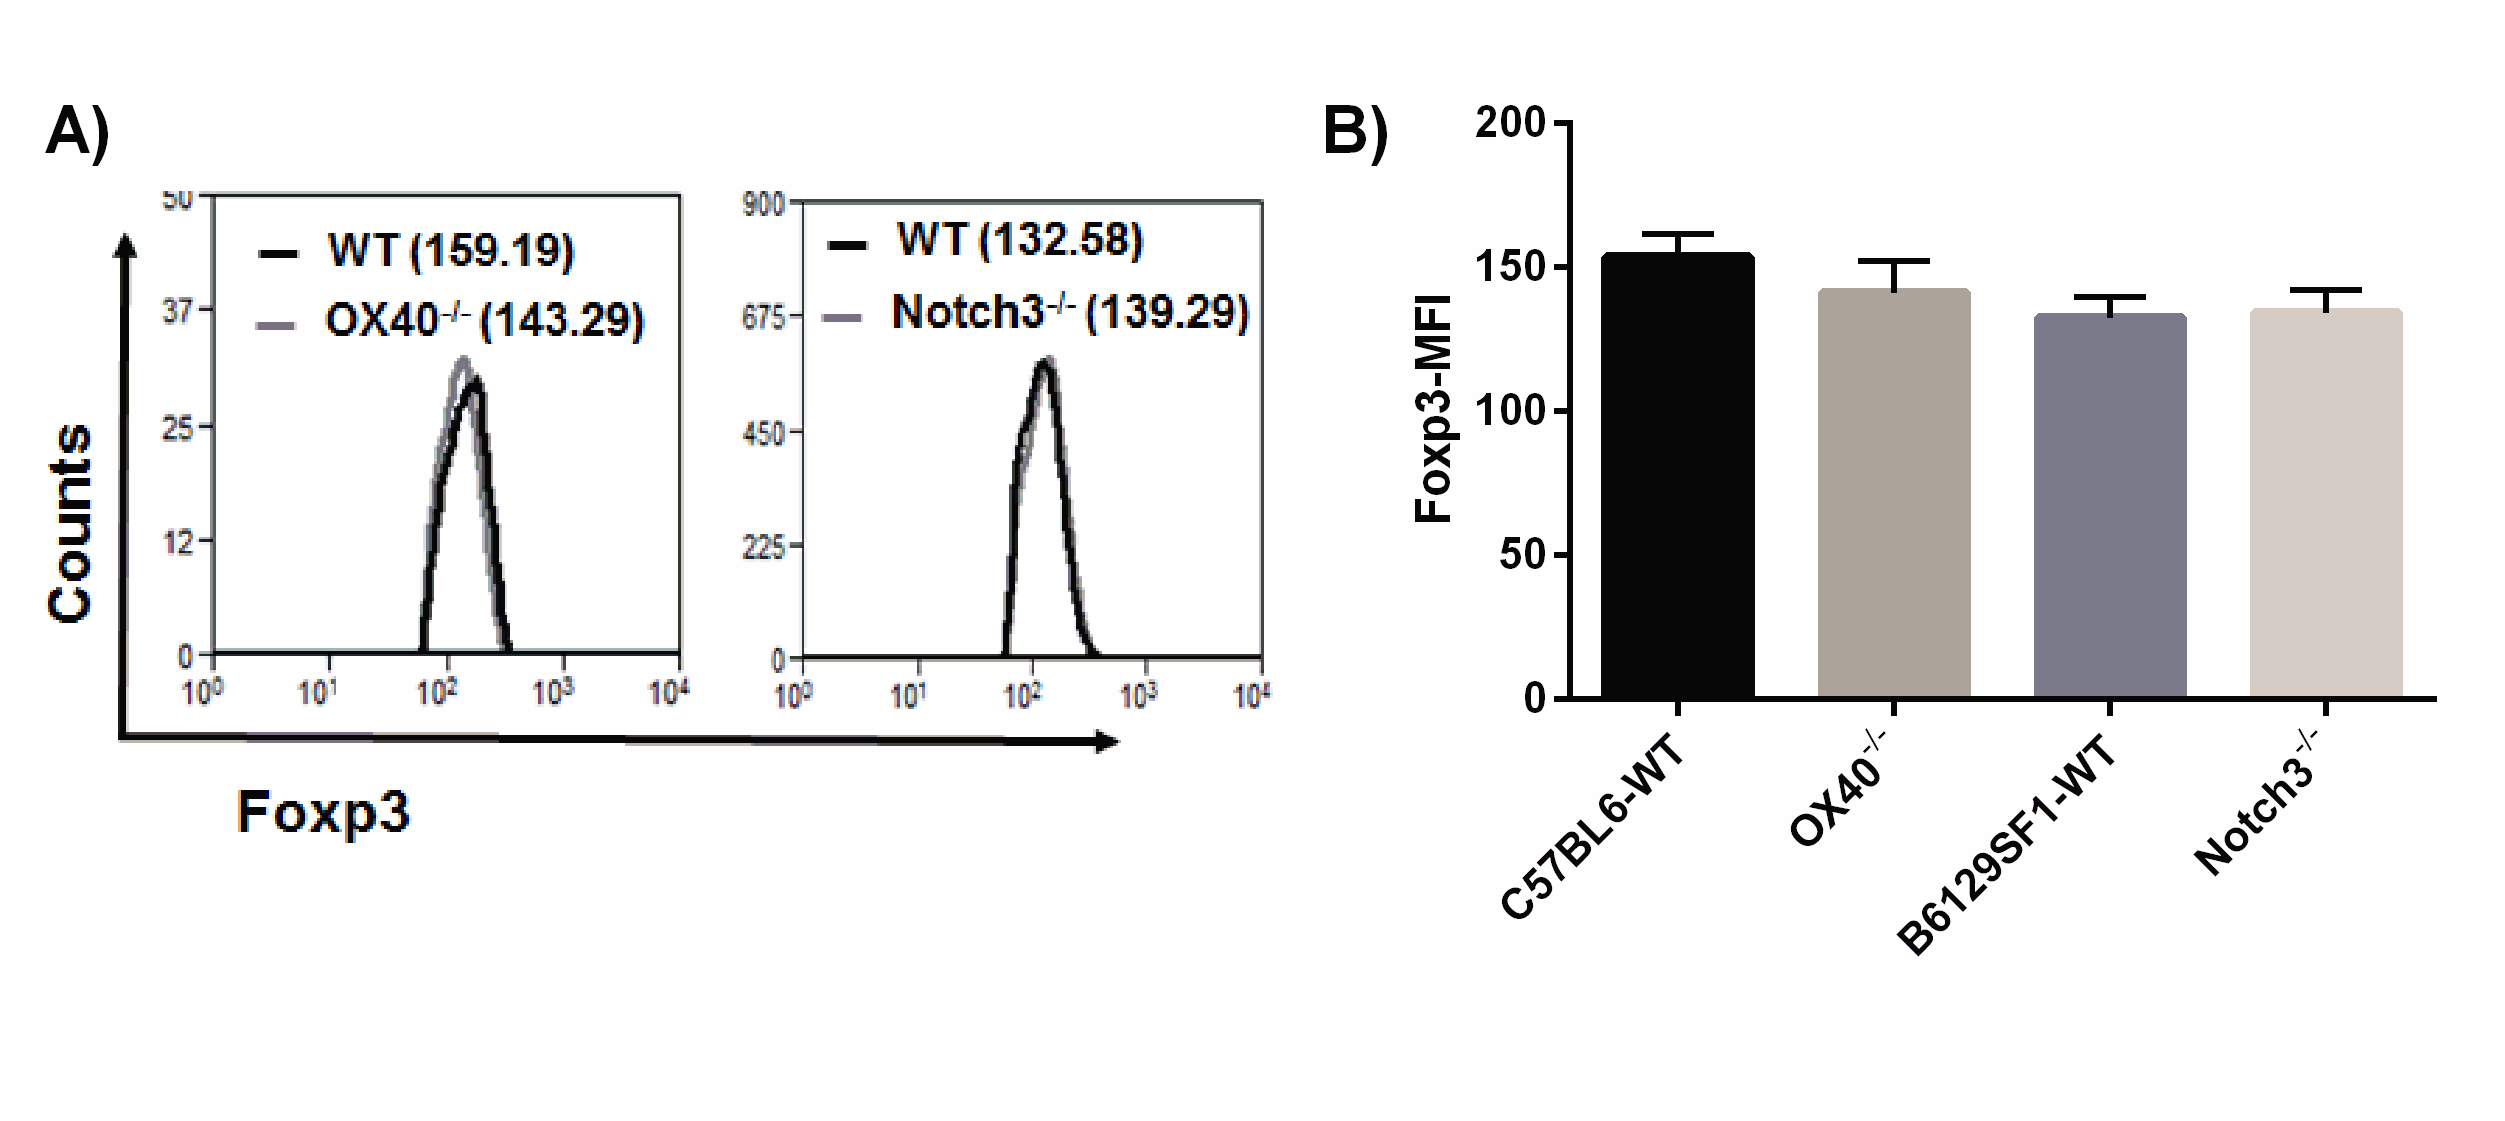
**

**Figure-S4**

**Figure-S5**

**
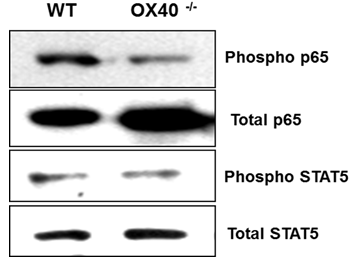
**

**Figure-S1:** A) CD4+ T-cells from NOD mice were treated with γ-secretase inhibitor (GSI)- R042929097 at indicated concentrations and then co-cultured with G-BMDCs for 5 days. Extent of proliferation was measured by flow cytometry (n=3). B) Notch3-OX40-, Notch3+OX40L-, Notch3-OX40+, Notch3+OX40+ subsets of CD4+CD25+ Treg cells sorted out and co-cultured with G-BMDCs for 5 days and extent of proliferation was analyzed (n=2).

**Figure-S2:** A) Histograms showing percentage of Ki67+ Foxp3+ Tregs in cells treated with IL-2 alone (Blue) or OX40L-Jag1-IL-2 (Red). Grey shaded curves indicate staining with isotype- matched control antibody.

**Figure-S3:** A) Histograms showing percentage of IFN-γ+ Foxp3- Teff cells and IFN-γ+Foxp3+ Treg cells in splenocytes from control (Blue) and OX40L-JAG1 (Red) stimulated with PMA-Ionomycin.

**Figure-S4:** A) Histograms showing Foxp3 MFI values between C57BL6 wild type (black) Vs OX40-/- mice (grey), and B6129SF1 wild type (black) Vs Notch3-/- (grey) mice. B) Bar graph summarizing results shown in Fig-S2A.

**Figure-S5**: CD4+ T-cells from C57BL6 and OX40-/- mice were treated with OX40L, JAG1 and IL-2. Extent of NF-κB p65 and STAT5 phosphorylation was analyzed by Western blot.

How the deposited data were processed for this re-analysis (not part of the article)

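Expression was measured on 4 arrays, 2 of resting and 2 of proliferating Tregs, with RNA of cells sorted by dye dilution. The deposited values are log2 expression values that the authors made with RMA (background subtraction, normalization of probe signals to one distribution and median polish over the probes of a set) in Partek 6.6, according to their processing notes. The log2 scale was taken from those notes and from the range of the values, since the table does not state it. The methods describe instead a normalization with housekeeping gene controls and analysis in R, and name another array design. Replicates were not pooled, and no pair of arrays shared more than 26 identical values.

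From these values, 1 level per gene was computed. The gene names of the probe sets came from the platform annotation, of which 23328 of 23521 probe sets with 1 gene name matched the RefSeq gene table of GRCm38.p6 by gene identifier, with 0 symbols changed. Probe sets with several gene names were not used. The probe set of highest mean over the 4 arrays stood for a gene, and no filter on dim genes was applied. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, proliferating minus resting, with a prior of 5.48 degrees of freedom added to 2 residual ones. Benjamini-Hochberg adjustment ran over all 22180 genes, at an adjusted p under 0.05, and again over each list alone. Lists were tested against all other genes with camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. The estimate rests on the 2 residual degrees of freedom, which leaves that setting little power. The alternative fry tested each list against no change rather than against other genes. Medians of lists were also placed among 10000 random lists of the same size matched on mean level in 20 bins.

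The lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. The lists cover the genes that the paper names, the cell cycle, Notch, OX40, NF-κB, IL-2 and STAT5 signaling, T-cell receptor signaling, effector and naive T-cells, cytokines, interferon-stimulated genes, p53 targets, metabolism, housekeeping genes and markers of dendritic and myeloid cells, B-cells, CD8 T-cells and NK-cells, neutrophils and erythroid cells. The text names the genes that the paper names for the arrays, the 10 largest increases and 10 largest decreases past the test with groups that do not overlap (predicted genes and receptor or immunoglobulin segments left out), up to 4 called genes per list, any marker of another cell type, the receptors and ligands of the study, and Mki67. The direction of the genes of the paper had been seen in its text and Fig. 6A. Genes named for another reason are said to be so.

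The alternatives were a trended and robust prior, dim genes left out, the mean of the probe sets of a gene, quantile normalization, centring on housekeeping genes, centring on the median, a replicate block, each array left out in turn (where the spread comes from the other group alone and the lone array is assumed to vary like it), the methods' t-test with and without adjustment, the methods' paired t-test, a minimum log2 fold change of 1, all probe sets, and for lists the estimated correlation, fry and the removal of cell cycle genes from other lists. Centring on the mean of Cd3d, Cd3e and Cd3g was added after seeing the data. The paired t-test, which the methods name in general and not for the arrays, joined arrays by their number. No source states such a pairing, and 2 pairs give little power. In simulated data, 0 of 50 genes changed by 0.5 on the log2 scale and 50 of 50 changed by 3 were recovered in the comparison of 22180 genes, with 2 false calls. Far fewer genes were changed there than passed the test in the data, so the adjusted threshold was stricter. Camera recovered 20 of 20 simulated lists shifted by 0.5 and called 0 of 180 unshifted lists. Simulated genes varied independently, so the effect of correlation between genes was not tested. The number of arrays limits the precision. Some genes that the paper names were not analysed here, and neither were the RT-qPCR and flow cytometry measurements, which are not on the arrays.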

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

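Gene lists beyond those that the study chose were flagged because they shifted against all other genes by camera, which does not match genes on level. In the brightest group of 5545 genes, 3425 were higher and 850 lower, so a shift alone does not set a list apart. The median log2 fold changes of the flagged lists (proliferating minus resting) follow, all from lists written before the data were examined. None passed with an estimated correlation, but that setting, with 2 residual degrees of freedom, has little power. Its lowest adjusted p for any of these lists was 0.134, also for mitosis, so it cannot decide between them. Cell cycle lists had medians of 1.88 for mitosis, 1.39 for DNA replication and 0.35 for quiescence and cell cycle inhibitors. Signaling lists had medians of 1.25 for the TNF receptor family, 0.77 for NF-κB targets, 1.77 for IL-2 and STAT5 targets, 0.41 for early genes of T-cell receptor stimulation and 0.94 for the T-cell receptor complex. T-cell state lists had medians of 1.14 for effector Tregs, 0.45 for naive T-cells and 1.13 for helper T-cell cytokines and factors. Medians were 2.06 for interferon-stimulated genes, 0.13 for p53 targets, 0.80 for glycolysis, 1.62 for oxidative phosphorylation, 0.72 for cholesterol synthesis, 0.72 for ribosome biogenesis and 0.90 for housekeeping genes. Markers of other cells had medians of 1.02 for dendritic and myeloid cells, -2.08 for B-cells, -3.81 for neutrophils and -1.01 for erythroid cells. Among random lists of the same level, the naive, early, quiescence and housekeeping medians lay at percentiles 11.9, 27.8, 36.7 and 37.4. The receptor complex, NF-κB targets and glycolysis lay at 50.9, 62.0 and 67.1. Mitosis, DNA replication, helper and interferon-stimulated genes lay at 100, and B-cell and neutrophil markers at 0. The other flagged lists lay at 79.0 to 99.95, apart from erythroid markers at 0.86. The tests on signal range and on the Cd3 genes were chosen only after the results were seen, and those on second lists of cell type genes before.

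B-cell and neutrophil markers were higher in resting Tregs, with S100a8 and Cd79a at 12.12 ± 0.13 and 9.15 ± 0.04 there against 7.26 ± 0.27 and 5.81 ± 0.26 in proliferating Tregs (log2 value, SD, n = 2). The narrower signal range of the resting arrays fits this poorly, since the median of the 19 markers lay at percentile 0 of random lists of the same level. RNA of B-cells and neutrophils in the resting sort stays open as a hypothesis, because 68.3% of second lists of their genes were also lower in proliferating Tregs, against 34.5% of all genes. The isolation of CD4 T-cells and the sort would have removed such cells in part. A difference of the dividing cells themselves also stays open and was not tested.

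The 43 distinct measured genes of the study were all higher in proliferating Tregs, and so were Cd3d, Cd3e and Cd3g, with log2 fold changes of 2.39, 1.48 and 2.05 (SD 0.46 over the 3 genes). The wider signal range of the proliferating arrays stays open, because the study chose these genes on the same arrays and their place among unselected genes of the same level (percentile 99.6 together, with a median of 1.16 against 0.67) decides nothing. By list the percentiles were 99.95 for the Treg markers, 99.99 for the IL-2R genes, 82.4 for the Foxp3 partners, 58.2 for the OX40, 60.2 for the NF-κB, 68.8 for the Notch and 75.4 for the RT-qPCR genes. A lower share of T-cell RNA in the resting arrays may contribute, as the median relative to the Cd3 genes was -0.81, and it stays open for the 5 study genes that exceeded the mean Cd3 change by more than its SD, of which Socs1 and Il2rb (2.68 and 2.56) lay below the T-cell gene Cd2 (2.71), whereas for Socs2, Tnfrsf4 and Il2ra (4.28, 3.62 and 2.99) it would have to exceed the change of every measured gene of the T-cell receptor list. The division state of the cells stays open as a biological explanation, untested by these arrays.

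Dendritic and myeloid genes such as Ccl17 (5.54 ± 0.07 in resting and 9.11 ± 0.05 in proliferating Tregs, log2 value, SD, n = 2) were mostly higher in proliferating Tregs, whereas the MHC class II genes H2-Ab1 and H2-Aa were lower, with log2 fold changes of -2.56 and -1.99. Class II genes also stood on the second list of B-cell genes, where some were lower and others did not pass the test. With B-cell markers higher in resting Tregs, the drop of class II genes decides nothing about G-BMDC RNA. Itgax, the gene of the CD11c on which the G-BMDCs of the methods were sorted, did not pass the test, nor did Itgam, Spi1, Mrc1 and Fscn1. RNA of the co-cultured G-BMDCs in the proliferating sort may contribute, since 74.2% of a second myeloid list, written before its values were seen, was higher, against 25.6% of all genes. Part of that excess goes with level, as 3425 of the 5545 brightest genes were higher. The second list had a median log2 fold change of 0.92, against 0.44 for random lists of the same level. The wider signal range of the proliferating arrays stays open for the first list, whose median lay at percentile 94.9 of level-matched random lists and within their central 95%. The second list, at percentile 98.5, lay outside that range. Random lists drew genes independently and took no account of correlation between genes, so signal range stays open for the second list too. In the co-cultures of the methods the dye was put on the T-cells, so that G-BMDCs without dye would fall with the diluted cells, whereas cultures with the soluble ligands, of which the heading above the array results speaks, had no G-BMDCs added. Expression by dividing Tregs themselves was not tested.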

How the results depend on the processing

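Centring on the Cd3 genes was chosen after seeing the data, and the other alternatives before. The median of all genes moved by 0.11 with quantile normalization, 0.23 with median centring, -1.30 with housekeeping centring and -1.97 with Cd3 centring, and with dim genes left out the median of the 12650 genes kept differed by 0.27 from that of all genes. Of 5688 genes higher and 7647 lower, housekeeping centring gave 1129 and 19204, Cd3 centring 329 and 21009, the methods' t-test with Benjamini-Hochberg adjustment 2781 and 1531, the methods' paired t-test 3000 and 2515, and requiring a log2 fold change of at least 1 gave 2796 and 981. Genes lower numbered 4390 with dim genes left out, 4044 with median centring and 5072 by the methods' t-test without adjustment. Leaving out 1 array gave 4379 to 5735 genes higher and 3962 to 7537 lower, and 4 to 7 IL-2R genes, in fits that take the spread from the group with 2 arrays alone. The lowest of the 3962 to 7537 came without resting replicate 1. In the order Treg markers, Foxp3 partners, OX40, NF-κB, IL-2R, Notch and RT-qPCR genes, the number higher was 5, 1, 1, 0, 4, 1, 3 with housekeeping centring and 1, 0, 1, 0, 4, 0, 2 with Cd3 centring. With quantile normalization 7 Foxp3 partners, 2 NF-κB, 4 IL-2R and 2 Notch genes were higher. The adjusted t-test gave 7 Treg markers, 8 partners, 0 NF-κB and 4 IL-2R genes, and the paired t-test 1 OX40 and 0 NF-κB genes. Of lists that shifted, camera with an estimated correlation, a setting of little power with these arrays, left 0 of 22. The test fry, which sets a list against no change and not against other genes, called 24 lists, among them the Notch targets and the OX40 signalosome that camera did not call. The naive T-cell list turned to a median of -0.29 with quantile normalization. Log2 fold changes turned with quantile normalization for Bcl11b -0.27, Elf1 -0.21, Yy1 -0.0383, Max -0.14, Nacc1 -0.26, Nfkb2 -0.12, Rela -0.29, Akt1 -0.20, Socs3 -0.0572, Traf2 -0.61, Ikbkb -0.65. With housekeeping centring they turned for Entpd1 -0.81, Themis -0.20, Pdcd1 -0.44, Bcl11b -0.67, Bclaf1 -0.18, Cbfb -0.0722, Elf1 -0.38, Runx1 -0.46, Yy1 -0.31, Zfp326 -0.16, Aatf -0.11, Gata3 -0.27, Max -0.37, Nacc1 -0.64, Zfp148 -0.51, Bcl10 -0.34, Prkcq -0.00490, Nfkb2 -0.42, Rela -0.53, Relb -0.54, Stat5b -0.76, Akt1 -0.72, Socs3 -0.86, Nras -0.23, Rbpj -0.14, Tnfsf4 -0.70, Ung -1.11, Nkg7 -0.24, Myc -0.41, Traf2 -1.28, Ikbkb -1.25, Gapdh -0.51, Eef1a1 -1.08. With Cd3 centring they turned for Ctla4 -0.53, Ikzf4 -0.64, Tigit -0.46, Entpd1 -1.48, Foxp3 -0.0939, Tgfb1 -0.37, Themis -0.87, Klrg1 -0.28, Pdcd1 -1.11, Bcl11b -1.34, Bclaf1 -0.85, Cbfb -0.74, Elf1 -1.05, Runx1 -1.13, Yy1 -0.98, Zfp326 -0.82, Aatf -0.78, Cdca7l -0.16, Gata3 -0.94, Max -1.04, Nacc1 -1.31, Zfp148 -1.18, Bcl10 -1.01, Prkcq -0.67, Nkap -0.37, Nfkb2 -1.09, Rela -1.20, Relb -1.21, Stat5b -1.43, Akt1 -1.39, Socs3 -1.53, Dlgap5 -0.64, Nras -0.90, Rbpj -0.81, Tnfsf4 -1.37, Ung -1.78, Nkg7 -0.90, Nfkbia -0.35, Myc -1.08, Psenen -0.42, Traf2 -1.95, Ikbkb -1.92, Cd3e -0.49, Gapdh -1.17, Eef1a1 -1.75, Lef1 -0.41, Fdps -0.29, Cdkn2c -0.12, Cdkn2d -0.29. The cause was not tested, beyond the shift that each centring applies to all genes. Of the 128 genes named in the text, all kept their direction and side of the threshold with the mean of the probe sets and with the replicate block. With the other settings, 126 did with a trended and robust prior, 126 with dim genes left out, 122 with median centring, 122 by the unadjusted t-test and 119 to 127 with 1 array left out. Fewer did with quantile normalization (101, with 12 calls lost), the adjusted t-test (93, with 35 lost), the paired t-test (86, with 41 lost), housekeeping centring (81) and Cd3 centring (65). Same-numbered arrays did not deviate together (correlation 0.0179 across genes), and with a replicate block 5765 genes were higher and 7929 lower. Signal near background limits dim genes, for which no detection call was used.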

Differences from the paper's values

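The paper's RT-qPCR values are fold changes of proliferating over resting Tregs relative to GAPDH (SEM, n = 3 in the paper), and were set beside array fold changes relative to Gapdh, which itself rose 1.74-fold on the arrays. Genes said to differ had folds more than 1.5 times apart. This rule is not a test, and with n = 3 sampling error is not excluded as the cause, as for Prkcq with its wide SEM. Foxp3 rose 2.11-fold relative to Gapdh on the arrays (3.67-fold without it), and the paper's RT-qPCR value is about 4.0 in Fig. 6B, read by eye, with an SEM of about 0.3. Prkcq rose 1.41-fold relative to Gapdh on the arrays (2.46-fold without it), and the paper's RT-qPCR value is about 3.3 in Fig. 6B, read by eye, with an SEM of about 0.8. Dlgap5 rose 1.45-fold relative to Gapdh on the arrays (2.51-fold without it), and the paper's RT-qPCR value is about 2.8 in Fig. 6B, read by eye, with an SEM of about 0.3. Nfkb2 rose 1.06-fold relative to Gapdh on the arrays (1.84-fold without it), and the paper's RT-qPCR value is about 2.1 in Fig. 6B, read by eye, with an SEM of about 0.3. Of 14 alternatives set before the data were examined, 8 change only the test, its model, the filter or a shift common to all genes and leave a ratio to Gapdh as it is. For these 4 genes the other 6 (quantile normalization, the mean of the probe sets and each array left out) also differed, with Gapdh-relative folds of 1.10 to 2.22 for Foxp3, 1.13 to 1.44 for Prkcq, 1.22 to 1.59 for Dlgap5 and 0.634 to 1.08 for Nfkb2. Without Gapdh, the array folds of these 4 come within 1.5 times of the paper's, but those of Tnfrsf4 (12.3-fold) and Il2ra (7.95-fold) then lie above it by more than that. Tnfrsf4, Il2ra, Nras and Bcl10 did not differ by this rule on the deposited values, with Gapdh-relative folds of 7.09, 4.58, 1.21 and 1.12, against about 4.9, 3.8, 1.4 and 1.5 in Fig. 6B, read by eye, and 0, 1, 1 and 3 of these 6 alternatives differed. All measured genes that the paper states to be higher in proliferating Tregs, 43 of 43, were higher on the deposited values.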

Other observations

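Most measured helper T-cell cytokine genes and interferon-stimulated genes were higher in proliferating Tregs on the arrays. Of helper T-cell cytokines and factors, 11 of 18 (11 when adjusted over the list alone) rose, among them Csf2, the gene of GM-CSF, at 11.9-fold (log2 fold change 3.57, and 1.84 by its other probe set), Il3 at 6.55-fold and Il13 at 4.65-fold. Cxcr5 and Bcl6, genes of follicular helper T-cells, were 3.23-fold and 2.04-fold higher in resting Tregs, and were named after their values were seen. B-cells also express Cxcr5. Of interferon-stimulated genes, 12 of 14 (12 when adjusted over the list alone) rose, with Isg15 at 12.8-fold, Rtp4 at 12.0-fold and Bst2 at 8.12-fold (adjusted p = 7.67e-06, 7.67e-06 and 1.34e-05 from limma). With camera the adjusted p was 5.69e-04 for the cytokines and 1.77e-07 for the interferon-stimulated genes, against adjusted p = 0.159 and 0.134 with an estimated correlation. The B-cell and neutrophil markers that were higher in resting Tregs moved with these groups, as Retnlg at 22.0-fold and Lcn2 at 10.8-fold.

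All 18 measured genes of oxidative phosphorylation were higher (18 when adjusted over the list alone), with the cytochrome oxidase gene Cox5a at 7.64-fold and the complex I gene Ndufa9 at 5.06-fold. Genes of glycolysis rose in 13 of 15 (13 when adjusted over the list alone), with Tpi1 at 5.57-fold, those of cholesterol synthesis in 13 of 18 (13 when adjusted over the list alone), with Fdps at 3.19-fold, and those of ribosome biogenesis in 15 of 22 (15 when adjusted over the list alone), with Ncl at 5.02-fold. These 4 lists had an adjusted p = 0.134, 0.161, 0.168 and 0.215 with an estimated correlation, and their medians lay at percentiles 97.46, 67.1, 98.7 and 88.6 of random lists of genes of the same level. Housekeeping centring, which lowers each log2 fold change by 1.30, leaves a median above 0 for oxidative phosphorylation (0.32) and interferon-stimulated genes (0.75), and puts those of glycolysis (-0.51), cholesterol synthesis (-0.58), ribosome biogenesis (-0.58), helper cytokines (-0.17), the T-cell receptor complex (-0.36) and early (-0.89), naive (-0.85), quiescence (-0.95) and p53 genes (-1.17) below 0. With Cd3 centring the medians were -0.35 for oxidative phosphorylation and 0.0854 for interferon-stimulated genes, and those of the other lists were below 0. Of the T-cell receptor complex and its proximal signaling, 13 of 17 (14 when adjusted over the list alone) rose. Early genes of T-cell receptor stimulation were mixed, with 11 of 20 (11 when adjusted over the list alone) higher, Cd69 at 4.33-fold, and Egr3 and Fosb 1.38-fold and 2.03-fold higher in resting Tregs, named after their values were seen. Egr3 did not pass without resting replicate 1, after median centring or by the methods' t-tests. Of genes of naive T-cells 9 of 15 (9 when adjusted over the list alone) rose, with Lef1 at 2.94-fold, and of quiescence genes and cell cycle inhibitors 10 of 18 (10 when adjusted over the list alone), with the inhibitor genes Cdkn2c and Cdkn2d at 3.61-fold and 3.20-fold. The other 3 called members of the quiescence list were lower in proliferating Tregs, the antiproliferative genes Btg1 and Btg2 with log2 fold changes of -0.40 and -0.50 and Txnip with -0.63, all named after their values were seen, and the median of the list lay at percentile 36.7 of level-matched random lists. Of p53 targets 4 of 14 (4 when adjusted over the list alone) rose, with Ccng1 at 4.46-fold, and Phlda3, named after its value was seen, was lower (log2 fold change -0.46). Phlda3 did not pass when adjusted over the list alone. Of housekeeping genes 9 of 10 (9 when adjusted over the list alone) rose, by up to 11.5-fold in Hprt, and the elongation factor gene Eef1a1 did not pass the test (log2 fold change 0.22, adjusted p = 0.187). With an estimated correlation the adjusted p was 0.156 for the receptor complex, 0.216 for early genes, 0.190 for naive, 0.209 for quiescence, 0.318 for p53 and 0.134 for housekeeping genes. The medians of the receptor complex, early, naive, p53 and housekeeping lists lay at percentiles 50.9, 27.8, 11.9, 79.0 and 37.4 of level-matched random lists. The camera call was also lost with dim genes left out for the helper, early, naive, quiescence and p53 lists, and with quantile normalization for the receptor complex, early, naive and quiescence lists. Housekeeping centring ended it for the naive, p53 and erythroid lists and Cd3 centring for the cholesterol, naive, early, quiescence and erythroid lists. For the p53 list it was also lost with a trended and robust prior, without either resting replicate and without proliferating replicate 2. Of CD8 T-cell and NK-cell markers 2 of 10 rose and 3 fell, with Cd8a 2.78-fold higher in resting Tregs and Nkg7 2.09-fold higher in proliferating Tregs, and all 3 measured erythroid markers were higher in resting Tregs, with Slc4a1 at 4.27-fold.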
